# Transcriptional mapping of the macaque retina and RPE-choroid reveals conserved inter-tissue transcription drivers and signaling pathways

**DOI:** 10.3389/fgene.2022.949449

**Published:** 2022-11-25

**Authors:** Ameera Mungale, David M. McGaughey, Congxiao Zhang, Sairah Yousaf, James Liu, Brian P. Brooks, Arvydas Maminishkis, Temesgen D. Fufa, Robert B. Hufnagel

**Keywords:** transcriptome, macula, fovea, retina, RPE

## Abstract

The macula and fovea comprise a highly sensitive visual detection tissue that is susceptible to common disease processes like age-related macular degeneration (AMD). Our understanding of the molecular determinants of high acuity vision remains unclear, as few model organisms possess a human-like fovea. We explore transcription factor networks and receptor-ligand interactions to elucidate tissue interactions in the macula and peripheral retina and concomitant changes in the underlying retinal pigment epithelium (RPE)/choroid. Poly-A selected, 100 bp paired-end RNA-sequencing (RNA-seq) was performed across the macular/foveal, perimacular, and temporal peripheral regions of the neural retina and RPE/choroid tissues of four adult Rhesus macaque eyes to characterize region- and tissue-specific gene expression. RNA-seq reads were mapped to both the macaque and human genomes for maximum alignment and analyzed for differential expression and Gene Ontology (GO) enrichment. Comparison of the neural retina and RPE/choroid tissues indicated distinct, contiguously changing gene expression profiles from fovea through perimacula to periphery. Top GO enrichment of differentially expressed genes in the RPE/choroid included cell junction organization and epithelial cell development. Expression of transcriptional regulators and various disease-associated genes show distinct location-specific preference and retina-RPE/choroid tissue-tissue interactions. Regional gene expression changes in the macaque retina and RPE/choroid is greater than that found in previously published transcriptome analysis of the human retina and RPE/choroid. Further, conservation of human macula-specific transcription factor profiles and gene expression in macaque tissues suggest a conservation of programs required for retina and RPE/choroid function and disease susceptibility.

## Introduction

The retina is a thin tissue of the posterior eye (range: 166.9 ± 20.9 μm–271.4 ± 19.6 μm (Grover et al., 2010) essential for processing light and transmitting information to the brain through the optic nerve. It is composed of multiple layers, which contain seven cell classes including rod and cone photoreceptors, in apposition with the retinal pigment epithelium (RPE), which is underlaid by the choroid. The choroid is a vascular structure that supports the outer retina, the RPE is necessary for maintaining healthy photoreceptors, and rods mediate dark-adapted vision while cones are responsible for color vision (Purves, 2001; Nickla and Wallman, 2010). The relative composition of cell types varies across the retina, and provides visual function specializations, such as high acuity color vision at the fovea, which is cone photoreceptor rich and rod depleted. Furthermore, the neural retinal layers change in thickness and morphology, including the inner and outer nuclear layers of the photoreceptors, whereas the choroidal layer has increased thickness at the macula but the morphology of the entire layer remains relatively unchanged (Bagci et al., 2008; Mori et al., 2016). Many genes have varied expression in different cell types and tissue layers, with 819 genes implicated in heritable retinal degenerations as of 2022 (RetNet, https://sph.uth.edu/RetNet/) (Daiger, 1998; Holt et al., 2015). While retinal degeneration may initiate in a single tissue layer, eventually the disease progresses across all tissue layers (Di Pierdomenico et al., 2017). Importantly, retinal manifestations in many diseases are region specific. For example, Stargardt disease and Best disease primarily affect the macula and cause loss of central vision first, whereas retinitis pigmentosa initiates in the rod-rich periphery (Walia and Fishman, 2009; MacDonald and Lee, 2013; Jones et al., 2018; Lamin et al., 2019). We hypothesize that this location-specific disease susceptibility of the retina is due to cellular specialization and region-dependent molecular interactions, which we can assess by regional layer-specific gene expression profiling of healthy retinae.

Previous investigations of the transcriptomic landscape of the human retina support a significant differential gene expression between the retina and the RPE/choroid/sclera tissue layers as well as across macular and peripheral regions, as described by Li et al. (2014). Comparison of gene expression between the nasal and temporal peripheries of retina and RPE/choroid/sclera tissues indicated little to no variability, yet macular and peripheral profiles remained distinct in each tissue (Li et al., 2014). Gene expression across the retina has shown to be consistent with the spatial distribution of photoreceptors and ganglion cells, and RPE-specific genes appear to be enriched in the periphery over the macula as outlined by Whitmore et al. (2014). Further characterization of gene expression between foveal and peripheral retina has been conducted using single-cell RNA sequencing in both primate (*Macaca fascicularis*) by Peng et al. (2019) and human retina by Voigt et al. (2019a). These studies showed variability in both cell type distribution and gene expression between foveal and peripheral retina (Voigt et al., 2019a; Peng et al., 2019). While it has been well established that regional differences exist across tissue layers in the primate retina, the molecular drivers of these differences remain unclear.

Here we generate an RNA-seq dataset from adult Rhesus macaque (*Macaca mulatta*) eyes that reflect the changing photoreceptor composition of the contiguous macular/foveal, perimacular, and peripheral regions to determine tissue- and location-dependent differential gene expression of the neural retina and RPE/choroid. The use of matched retina and RPE/choroid tissue biopsies in this analysis with an additional perimacular sample provides a contiguous assessment of gene expression across location as opposed to a binary macular vs. periphery comparison and allows for a more comprehensive look at patterns of gene expression and their related pathways and ontologies. We additionally explore conservation of these shared and distinct pathways through a meta-analysis comparing our macaque datasets to previously published human data. Finally, we examine gene regulation *via* transcription factors and tissue-tissue interactions using ligand/receptor analysis to understand differences in the macular and peripheral retina and the affiliated changes in the RPE/choroid.

## Materials and methods

### Animal care

All experimental protocols were approved by the National Eye Institute Animal Care and Use Committee. Procedures were performed in accordance with the United States Public Health Service policy on the humane care and use of laboratory animals.

### Tissue acquisition

Postmortem eyes were enucleated from two adult Rhesus monkeys (*M. mulatta*), aged 13 and 18 years. Two-millimeter punch biopsies were removed from macular/foveal, perimacular, temporal, and nasal regions of the retina. Following the biopsy, the tissues were separated into layers of neural retina and RPE/choroid using microdissection techniques. Biopsies were optimized for smallest diameter in other macaque samples in order to obtain the minimal number of cells required for RNA-sequencing. Optimization was performed by measuring total RNA yield in different sized biopsy samples as below and requiring a minimum of 200 ng as input for RNA-seq.

### RNA extraction

Total RNA was isolated from fresh tissues using the PicoPure™ RNA Isolation Kit (Applied Biosystems, Waltham, Massachusetts, United States) following mortar and pestle tissue homogenization. Extracted RNA samples were checked for quality using the 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA, United States) and only samples with RIN value > 6.5 were used (Range 1–10).

### RNA sequencing

Extracted RNA was prepared into 100 bp libraries for paired-end, poly-A-selected RNA sequencing on the Illumina HiSeq4000 at the NIH Intramural Sequencing Center. The raw sequence data is available at the Gene Expression Omnibus under accession GSE194285.

### Bioinformatic analysis

Briefly, reads were quantified against the macaque genome Mmul_8.0.1 using Salmon pseudo-alignment transcript quantification tool (version 0.13.0; Patro et al., 2017) (Patro et al., 2017), imported into R with tximport (Soneson et al., 2015) and analyzed for differential expression using DESeq2, using the Rhesus macaque sample as a covariate (Love et al., 2014). Transcript reads were additionally aligned to the human genome (GRCH38, gencode version 30 (Harrow et al., 2012), to supplement any unquantified genes. To select the gene name for each macaque transcript, we used the HGNC Comparison of Orthology Predictions (Yates, 2016) data, aggregated by the hcop R package (https://github.com/stephenturner/hcop). We counted the number of sources supporting each gene ID to transcript and selected the gene ID with the most support, as detailed in HYPERLINK "https://github.com/davemcg/macaque_macula_RNA-seq/blob/master/analysis/01_QC_prelim_analysis.Rmd" \o "https://github.com/davemcg/macaque_macula_RNA-seq/blob/master/analysis/01_QC_prelim_analysis.Rmd"https://github.com/davemcg/macaque_macula_RNA-seq/blob/master/analysis/01_QC_prelim_analysis.Rmdhttps://github.com/davemcg/macaque_macula_RNA-seq/blob/master/analysis/01_QC_prelim_analysis.Rmd.

Genes were considered to be differentially expressed based on IHW (Ignatiadis et al., 2016) corrected *p*-value < 0.05. Gene lists were then assigned gene ontologies using the clusterProfiler “enrichGO” function (Yu et al., 2012).

For the heatmap visualizations, we used length-scaled transcripts per million (TPM) quantification from tximport scaled by library size with the edgeR (Robinson et al., 2010) “calcNormFactors” function. The heatmaps were made with the R package ComplexHeatmap (Gu et al., 2016).

Human single cell transcriptome data from the scEiaD resource at plae.nei.nih.gov was searched for machine predicted RPE cells from fovea or peripheral punches. We found 217 cells, 159 from the fovea and 58 from the periphery, across four studies (Voigt et al., 2019b; Cowan et al., 2020; Voigt et al., 2020; Yan et al., 2020; Swamy et al., 2021). The Seurat object was downloaded on 14-01-2022 from plae.nei.nih.gov and subsetted to these 217 cells. The Seurat object was converted to a SingleCellExperiment object to run wilcox and t tests with the scran “findMarkers” test and used the study as a covariate. Genes were kept which had both a wilcox AUC (area under curve) greater than 0.7 (1 is best), an abs (log2) fold change greater than 0.7, and a FDR corrected *p*-value < 0.01. For the overlap testing we kept genes that had a padj < 0.01 in each comparison (single cell human RPE, bulk human RPE-choroid, or bulk macaque RPE-choroid) and the direction of the fold change between fovea and peripheral was the same. The venn diagram was created with the R package eulerr (https://cran.r-project.org/web/packages/eulerr/citation.html).

For the exact commands used in the analysis of this data, we make our Snakemake (Köster and Rahmann, 2012) reproducible workflow available at https://github.com/davemcg/macaque_macula_RNA-seq .

## Results

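The tissue came from the left and the right eye of 2 animals, 4 eyes in all. Punches with a diameter of 2 mm from the fovea/macula, the perimacula, the nasal retina and the periphery of each eye were separated into neural retina and RPE/choroid, the pigment epithelium together with the vascular layer beneath it. This gave 32 libraries, with 4 eyes as the replicates at each of 4 locations in each of 2 tissues. The authors assigned the reads of each sequencing lane to the transcripts of Mmul_8.0.1 with Salmon, summed transcripts to genes with tximport and deposited 136 sets of values, a set per lane. These values are estimated counts scaled for transcript length and library size, and those of a lane add up to between 7932259 and 39439054. Each set lists 19432 entries by Ensembl gene identifier, 10 of which repeat an identifier. The lanes of each library were summed here, which gave between 42448903 and 78574055 estimated counts per library. In retina, the median total was 56209216 at the fovea/macula, 52695650 at the perimacula, 58753260 at the nasal location and 74008684 at the periphery. In RPE/choroid, the corresponding medians were 49285116, 60568978, 50578440 and 66125843. The fovea/macula, perimacula and nasal libraries were each sequenced on 5 lanes of 2 flow cells, and the periphery libraries on 2 lanes of another flow cell. The flow cell and the periphery cannot be told apart, so that only comparisons among the fovea/macula, the perimacula and the nasal location were made within shared flow cells. Over genes with at least 50 estimated counts in a pair, lanes of a library on the same flow cell differed by a median of 1.82 times the variance of counting alone, and lanes on different flow cells by 2.14 times. Libraries from the fellow eyes of an animal differed by a median of 13.3 times that variance, with a lowest value of 4.32, and libraries from different animals by 35.5 times.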

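Differential expression was tested with edgeR's quasi-likelihood test on the rounded sums, after TMM normalization and the removal of genes with low counts by edgeR's filterByExpr at a minimum count of 10. The monkey was a covariate, and the fovea/macula, perimacula and periphery libraries of a tissue were fitted together. Genes with a Benjamini-Hochberg adjusted p under 0.05 were called differentially expressed, and a positive log2 fold change means higher expression in the fovea/macula than in the other location. Expression is given as TMM-normalized CPM, as a mean ± SD over the 4 eyes. The test was run on simulated counts in which 200 genes were given a log2 change of 1.5. It recovered 91% of them with 15286 genes drawn after the retina libraries and 76.5% with 15559 genes drawn after the RPE/choroid libraries, and 4.7% and 5% of its calls were false. The simulated counts had no difference between animals and took their spread from edgeR's own estimates, so these rates hold for that setting only.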

We performed RNA-seq on 2 mm retina and RPE/choroid tissues of 4 adult Rhesus macaque eyes in each of the central macular (foveal), perimacular, and peripheral regions (Supplementary Figure S1). Tissue dissections and RNA extractions were optimized for minimal input samples (<1 μg) to maximize spatial resolution. Principle component analysis (PCA) visualization indicates that samples group primarily by tissue. 

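The 1000 genes with the most variable log2 CPM across the 32 libraries, at a prior count of 2, were used for the components. The first component held 87.7% of the variance, the next one 3.15%. Every retina library lay between 85.2 and 106 on the first component, and every RPE/choroid library between -112 and -71.2. Of the alternatives, the use of all 16382 genes moved this share most, to 76.5%. With each replicate left out in turn, the share ranged from 87.6% to 88.7%.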

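The distance between a pair of locations of an eye was taken as the root mean square difference in log2 CPM over the 1000 most variable genes of the tissue. In retina, the fovea/macula and the periphery were 2.97 ± 0.288 apart (SD, n = 4 eyes), the largest distance in 4 of 4 eyes. The perimacula lay 1.52 ± 0.052 from the fovea/macula and 2.25 ± 0.364 from the periphery. In RPE/choroid, the fovea/macula and the periphery were 3.13 ± 0.362 apart, the largest distance in 3 of 4 eyes. There the perimacula lay 1.93 ± 0.24 from the fovea/macula and 2.72 ± 0.42 from the periphery. Distances to the periphery also span different flow cells, whereas those among the other locations do not.

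**Figure D1:**
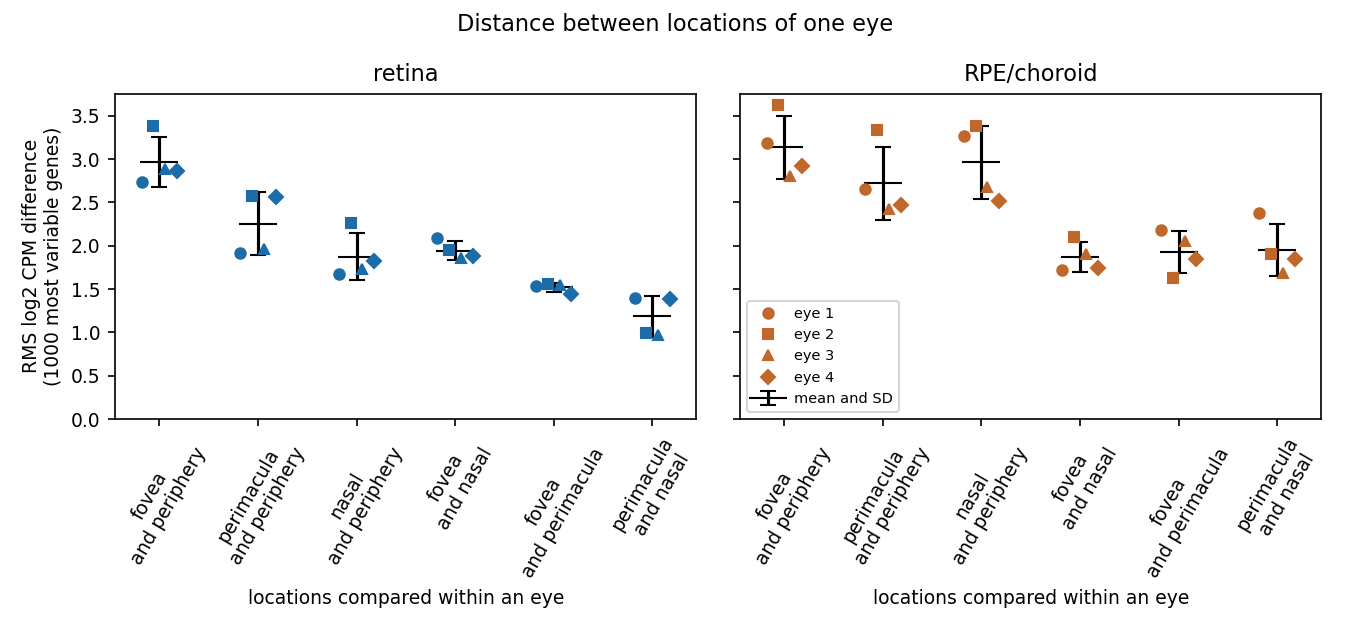
Distance between each pair of locations of an eye, as the root mean square difference in log2 CPM over the 1000 most variable genes (vertical axis), for retina and RPE/choroid; points are the 4 eyes and bars the mean and SD. In both tissues the mean distance is largest between the fovea/macula and the periphery, at 2.97 and 3.13.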

Foveal/macular and peripheral samples generally cluster furthest from each other, and perimacular samples cluster in between. Tissue from the nasal retina was also obtained and these samples cluster closest with perimacular samples. However, these were excluded from the analysis, as we were interested contiguous changes from the fovea/macula through the perimacula to the periphery (Supplementary Figure S2). 

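By the same measure, the nasal retina was nearest the perimacula in 4 of 4 eyes, at a mean distance of 1.19 ± 0.236 (SD, n = 4 eyes). It lay 1.95 ± 0.105 from the fovea/macula and 1.88 ± 0.268 from the periphery, and the last of these distances spans different flow cells. The nasal RPE/choroid was nearest the perimacula in 2 of 4 eyes, at 1.95 ± 0.296, and nearest the fovea/macula in the other 2, at 1.87 ± 0.175. The difference between these means is smaller than either SD. Its distance from the periphery was 2.96 ± 0.423.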

We then assessed overall gene expression by tissue layer and location as well as differential gene expression between foveal/macular samples and other peripheral samples (Table 1).

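Retina and RPE/choroid were compared over 16284 genes at each location. At the fovea/macula 12152 genes were called, 6156 of them higher in retina, against 12318 genes at the perimacula, 6155 higher in retina, and 12101 at the periphery, 6059 higher in retina. Between the fovea/macula and the perimacula of the retina, 5416 of 15380 tested genes (35.2%) were called, 2928 higher in the fovea/macula and 2488 higher in the perimacula, and 996 had an absolute log2 fold change over 1. In RPE/choroid, 7 of 15674 tested genes were called in this comparison, while 1678 had an unadjusted p under 0.05. The 7 genes, chosen after their values were seen, were MYO1E, PALLD and SORBS2, which were higher in the fovea/macula, and CHRM3, EBF3, MOXD1 and PRRX1, which were higher in the perimacula. With the eye as a block in place of the monkey covariate, 4877 genes were called in retina and 1 in RPE/choroid. Counting each lane as a sample moved these numbers most, to 9742 and 5899. In RPE/choroid, 314 genes were called with DESeq2 in place of edgeR and 357 when only the fovea/macula and perimacula libraries were fitted.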

**TABLE 1:** A summary of the differential gene expression (padj < 0.05) in retina and RPE/choroid by location.

Tissue	Location	# Genes
Retina	Fovea	6,921
	Perimacula	6,926
	Periphery	10,517
	Fovea vs. perimacula	4,633
	Fovea vs. periphery	9,644
RPE/choroid	Fovea	6,775
	Perimacula	7,465
	Periphery	10,983
	Fovea vs. perimacula	414
	Fovea vs. periphery	7,925

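Of the 15380 genes tested in retina, 10312 (67.0%) were called between the fovea/macula and the periphery, 4770 higher in the fovea/macula and 5542 higher in the periphery. Of the 15674 tested in RPE/choroid, 6911 (44.1%) were called, 3317 higher in the fovea/macula and 3594 higher in the periphery. An absolute log2 fold change over 1 was reached by 4229 of the called genes in retina and by 1941 in RPE/choroid. The median absolute log2 fold change of all tested genes was 0.58 in retina, with a median standard error of 0.13, and 0.42 in RPE/choroid, with a median standard error of 0.15. With the eye as a block, 10018 genes were called in retina and 6355 in RPE/choroid, and 9959 and 6240 of these were also called with the monkey covariate. As a check of this pairing, the deviations of 1000 genes from the mean of their location were correlated between locations. The mean correlation across genes was 0.517 within an eye and 0.535 between fellow eyes in retina, and 0.382 and 0.379 in RPE/choroid. After the monkey's mean was removed, the correlation within an eye was -0.04 in retina and -0.001 in RPE/choroid. The alternative that moved the retina count most was leaving out the monkey covariate, which gave 9043 genes, and for RPE/choroid it was counting each lane as a sample, which gave 10512. The lowest RPE/choroid counts were 4723 without replicate 4, 5303 without the monkey covariate and 5445 when only the compared locations were fitted. All periphery libraries shared a flow cell of their own, so the comparison could not be repeated within a flow cell. Within the shared flow cells, the fovea/macula and the nasal location differed in 8091 of 15486 genes in retina and in 57 of 15789 genes in RPE/choroid, where 2449 genes had an unadjusted p under 0.05. With the eye as a block, the RPE/choroid count was 30. The fits against the nasal location also held the periphery libraries, so their estimate of the spread came partly from the other flow cell. With only the compared locations fitted, more RPE/choroid genes were called. Over all alternatives, with lanes as samples among them, that count ran from 0 to 6572. Of the genes called in retina against the periphery, 6598 were also called against the nasal location in the same direction and 193 in the opposite direction. In RPE/choroid these numbers were 40 and 5.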

Analysis of the foveal/macular versus peripheral regions in the retina and RPE/choroid depicted distinct sets of differentially expressed genes in each tissue layer, with 9644 and 7925 differentially expressed genes in the retina and RPE/choroid, respectively (Padj < 0.05) (Table 1). 

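The 13 genes labelled in Figure 1A were all called in retina in the direction drawn, over all genes tested and with the adjustment made over the 13 genes alone. Their log2 fold changes had a median size of 3.07 and ranged in size from 1.72 to 5.54. THY1 (ENSMMUG00000008923) fell from 688 ± 78.3 CPM at the fovea/macula to 62.2 ± 24.9 CPM at the periphery (n = 4 eyes), a log2 fold change of 3.48 (standard error 0.30, adjusted p = 1.18e-06, edgeR with Benjamini-Hochberg adjustment). PDE6B (ENSMMUG00000003282), which encodes a subunit of the rod phosphodiesterase, rose from 256 ± 19.8 to 1417 ± 119 CPM, a log2 fold change of -2.47 (standard error 0.15, adjusted p = 1.37e-07, same test). Against the nasal location, within the shared flow cells, all 13 were called in the same direction, THY1 at 1.99 and PDE6B at -2.04. TUBB3 and MYL6 among the 13 are uncertain, since several gene identifiers carry each symbol. Of the 12 genes labelled in Figure 1B, 11 were called in RPE/choroid in the direction drawn over all genes, and 12 with the adjustment made over the list. Their log2 fold changes ranged in size from 0.39 to 8.81. ACTA2 (ENSMMUG00000009341) had 2436 ± 380 CPM at the fovea/macula and 395 ± 229 at the periphery, a log2 fold change of 2.64 (standard error 0.35, adjusted p = 0.000169, edgeR with Benjamini-Hochberg adjustment). COL2A1 (ENSMMUG00000011444) was near zero at the fovea/macula, at 0.031 ± 0.0286 CPM, and had 14.5 ± 9.63 CPM at the periphery, a log2 fold change of -8.81 (standard error 0.87, adjusted p = 2.71e-05, same test). Compared with nasal samples, none of the 12 was called over all genes and 1 over the list. The lists are the paper's own calls on these libraries.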

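Among called genes with a mean of at least 3 log2 CPM that changed the same way in 4 of 4 eyes, the largest changes toward the retinal fovea/macula were those of RBPMS, CHAC1 and KCNC2, with log2 fold changes of 4.73, 4.66 and 4.66. The largest toward the retinal periphery were those of ATP1A4, CA12 and RARRES2, at -5.54, -4.64 and -3.80. The highest adjusted p of these 6 was 1.15e-05 for CHAC1 (edgeR with Benjamini-Hochberg adjustment), and each was called in the same direction against the nasal location. In these retina libraries, the mean log2 CPM of 10 RPE markers was also higher than at the fovea/macula in 4 of 4 eyes, 4.07-fold at the periphery and 1.89-fold at the nasal location. Pigment epithelium carried over into the retina punches was not tested as a source of genes higher at the retinal periphery. In RPE/choroid, the largest changes toward the fovea/macula were in BMP6, CXCL14 and MYH11, with log2 fold changes of 3.70, 3.52 and 3.39 and a highest adjusted p of 0.000347 (same test). The largest toward the periphery were in DRP2, PMP2 and MLIP, at -7.75, -5.81 and -5.58, with standard errors of 1.94, 1.57 and 1.31 and adjusted p of 0.00806, 0.0121 and 0.00573 (edgeR with Benjamini-Hochberg adjustment). DRP2 was not called without replicate 1 (adjusted p = 0.052), nor PMP2 without replicate 1 or replicate 4 (adjusted p = 0.0633 and 0.0709, edgeR with Benjamini-Hochberg adjustment for each). Replicates differed widely for DRP2, with 103 ± 151 CPM at the perimacula and 200.4 ± 243.6 CPM at the periphery against 0.667 ± 0.379 at the fovea/macula. None of these 6 was called against the nasal location, where the lowest adjusted p was 0.106, for BMP6 (same test). The mean log2 CPM of 6 smooth muscle markers in RPE/choroid was 6.89-fold higher at the fovea/macula than at the periphery. Within the shared flow cells it was 1.63-fold higher than at the perimacula and 1.68-fold higher than at the nasal location (exact permutation test, two-sided p = 0.0286 for all 3). For MYH11 and ACTA2, a different share of smooth muscle in the punches was not separated from a change within cells.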

Many of the significantly differentially expressed genes are known to have tissue-specific roles in development and disease (Figures 1A,B). Retinal diseases also manifest uniquely at particular regions of the RPE or retina. For example, Age-Related Macular Degeneration (AMD) is thought to begin in the macular RPE (Boulton and Dayhaw-Barker, 2001), Late Onset Retinal Degeneration manifests in the peripheral RPE (Milam et al., 2000), Retinitis Pigmentosa causes photoreceptor loss in the peripheral retina (Jones et al., 2018), and finally, Cone-Rod Dystrophies primarily affect photoreceptors in the central retina (Hamel, 2007).

**FIGURE 1:**
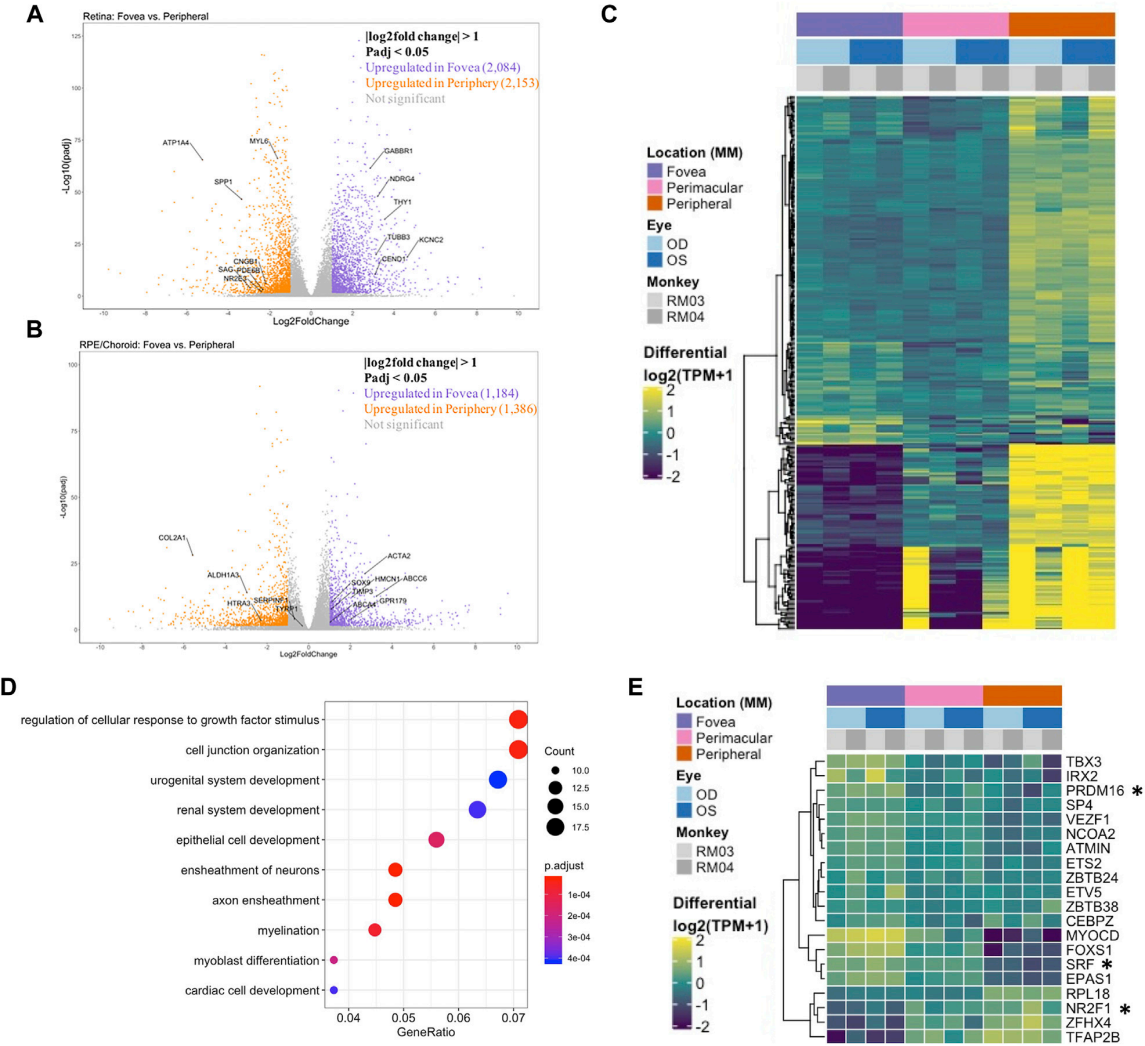
**(A)** A volcano plot depicting differentially expressed genes between foveal and peripheral tissues in the neural retina. Colored genes show significant up- or downregulation with several labeled genes having known tissue-specific roles in development and disease including PDE6B. **(B)** A volcano plot showing RPE fovea vs. periphery differential expression, with key genes labeled, including ABCA4 and TIMP3. **(C)** Unfiltered differential expression analysis of contiguously changing genes from fovea to perimacula to periphery in the RPE/choroid exhibits distinct blocks of lowly expressed genes in the fovea with a progressive increase in expression in peripheral tissues as well as blocks of genes with progressive downregulation moving outwards through the tissue despite less obvious morphologic changes in the tissue as compared to neural retina. **(D)** Top 10 enriched gene ontology (GO) terms from the RPE/choroid differentially expressed gene set include cell junction organization and epithelial cell development. VEGF is enriched in multiple of these ontologies and has increased expression in the macula over the periphery. **(E)** A subset of genes identified as differentially expressed transcription factors by location in the RPE/choroid. Changes in transcriptional regulators can be a factor in driving gene expression changes. *These transcription factors have published associations with the respective tissue in the literature.

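VEGFA (ENSMMUG00000004577), which encodes a vascular growth factor, had 338 ± 138 CPM in RPE/choroid at the fovea/macula, 156 ± 73.1 at the perimacula and 134 ± 61.8 at the periphery (n = 4 eyes). Its log2 fold change between the fovea/macula and the periphery was 1.32 (standard error 0.28, adjusted p = 0.00285, edgeR with Benjamini-Hochberg adjustment), and it was higher at the fovea/macula in 4 of 4 eyes. In retina, it had 212 ± 37.97 CPM at the fovea/macula, 187 ± 50.5 at the perimacula and 139 ± 14.4 at the periphery, a log2 fold change of 0.62 (standard error 0.18, adjusted p = 0.00979, same test). Without replicate 1, the retina change was 0.43 and no longer called (adjusted p = 0.0714, edgeR with Benjamini-Hochberg adjustment). The difference between the tissues was not called (adjusted p = 0.199, same test). Relative to nasal samples, within the shared flow cells, the log2 fold change was 0.69 in RPE/choroid and 0.43 in retina, and neither was called (adjusted p = 0.225 and 0.056, edgeR with Benjamini-Hochberg adjustment).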

In order to confirm that the differentially expressed genes across locations further reflect cellular composition of different tissues, we used expression patterns of published rod-enriched genes as identified in Holt et al. (2015) and Mustafi et al. (2016). 

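A list of 13 rod markers was fixed before any values were read, and 9 of them were analysed: GNGT1, PDE6A, PDE6B, CNGA1, CNGB1, SAG, NRL, NR2E3 and SLC24A1. All 9 rose from the fovea/macula to the perimacula and again to the periphery of the retina, and all 9 were called between the fovea/macula and the periphery, also with the adjustment made over the list. The changes from fovea/macula to periphery of these 9 genes had correlations across genes of 0.635 to 0.896 between the eyes of an animal and of 0.675 to 0.903 between animals. The largest rise was that of SAG (ENSMMUG00000023359), from 1488 ± 145 CPM at the fovea/macula to 4901 ± 1085 at the perimacula and 11870.0 ± 492 at the periphery (SD, n = 4 eyes). Supplementary Figure S3A, which also names cone, ganglion cell and Y-linked genes, lists 54 genes, of which 51 were analysed. Their changes had correlations across genes of 0.918 to 0.942 between the eyes of an animal and of 0.885 to 0.934 between animals. Of the 51, 12 rose from the fovea/macula to the perimacula and to the periphery, 23 fell at both steps and 16 did neither. Between the fovea/macula and the periphery, 13 of the 51 were called as higher in the periphery and 27 as higher in the fovea/macula. Genes are not independent replicates, so these correlations describe the eyes and carry no test.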

We observed correlated gene expression between eyes and animals, as well as a progressive increase in rod-enriched gene expression from the fovea/macula to the perimacula and then to the periphery, reflecting changes in neural retina composition (Supplementary Figure S3A). 

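The rod signal of a library was taken as the mean log2 CPM of the 9 rod markers. It averaged 8.50 ± 0.122 at the fovea/macula and 10.84 ± 0.105 at the periphery of the retina (SD, n = 4 eyes). The difference of 2.34 on the log2 scale is 5.07-fold, with an SD of 0.426 on the fold scale over the 4 eyes. The differences of the eyes ranged from 2.22 to 2.51 on the log2 scale. Every periphery library was above every fovea/macula library (exact permutation test, two-sided p = 0.0286, the smallest that 4 against 4 allow). With the eyes paired, the exact sign-flip test gave p = 0.125, the smallest that 4 eyes allow. The alternative that moved the difference most among those fixed before any values were read was the list of CNGB1, SAG, PDE6B and NR2E3 from Figure 1A, which gave 2.54, or 5.82-fold. The mean over the genes of Supplementary Figure S3A, chosen after the values were seen, fell by 0.72 instead. Because that figure also names cone and ganglion cell genes, this mean is not a rod signal alone.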

In this list of rod enriched genes, we find that our peripheral retina samples are 2.8 fold enriched in rod signal relative to the fovea/macula (*t*-test *p* < 3.5 e-12). 

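At the perimacula of the retina the rod signal was 10.12 ± 0.312 (SD, n = 4 eyes), 1.62 above that of the fovea/macula on the log2 scale. This is 3.08-fold, with an SD of 0.71 on the fold scale, and the differences of the eyes ranged from 1.12 to 1.92 on the log2 scale. The exact permutation test gave a two-sided p = 0.0286. At the nasal location the rod signal was 1.88 above the fovea/macula, or 3.67-fold, with the same p from the exact permutation test. Both comparisons were made within the shared flow cells.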

The perimacular region was enriched in rod signal by 1.7 fold over the fovea/macula (*p* < 1.1 e-09). The enrichment of cone gene expression between the fovea/macula and peripheral retina samples was 1.6 fold (*p* < 0.02) (Supplementary Figure S3B; Supplementary Table S1). 

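Of 12 cone markers fixed before any values were read, 9 were analysed. Their mean log2 CPM in retina was 7.81 ± 0.076 at the fovea/macula, 7.18 ± 0.233 at the perimacula and 6.89 ± 0.029 at the periphery (SD, n = 4 eyes). The fovea/macula exceeded the periphery 1.88-fold, with an SD of 0.0912 over the eyes, and the perimacula 1.55-fold, with an SD of 0.231. Cone signal was lower than at the fovea/macula in 4 of 4 eyes at both locations (exact permutation test, two-sided p = 0.0286 for each). The nasal location, within the shared flow cells, was exceeded 1.71-fold (exact permutation test, two-sided p = 0.0286). Of the 9 markers, 7 were called between the fovea/macula and the periphery in this direction and none in the opposite direction. From the rod-enriched genes, the paper concludes that the differentially expressed genes reflect changes in the composition of the neural retina across locations.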

Among the RPE samples the enrichment of rod and cone markers was less substantial and not significant (Supplementary Figure S3C).

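In RPE/choroid, the rod signal was 2.93 ± 1.83 at the fovea/macula, 2.32 ± 0.802 at the perimacula and 4.74 ± 1.42 at the periphery (SD of log2 CPM, n = 4 eyes). The periphery exceeded the fovea/macula by 1.81 on the log2 scale, in 3 of 4 eyes, with an SD of 2.48 over the eyes (exact permutation test, two-sided p = 0.143). The change to the perimacula was -0.61, with an SD of 2.21 (exact permutation test, two-sided p = 0.629), and it became 0.42 without replicate 3. Cone signal changed by -0.52 to the periphery and by -0.68 to the perimacula, with an SD of 1.14 and 1.30 (exact permutation test, two-sided p = 0.371 and 0.257). Against the nasal location, within the shared flow cells, the changes were 0.08 for rod and -0.66 for cone signal (exact permutation test, two-sided p = 0.886 and 0.0857). The change in rod signal to the periphery was 0.53 larger in retina than in RPE/choroid, a difference that did not hold up against the replicates (exact permutation test of the eyes' changes, two-sided p = 0.714). At the perimacula, it was 2.23 larger in retina (exact permutation test, two-sided p = 0.0571). The rod signal of RPE/choroid lay between 5.57 and 7.81 below that of retina on the log2 scale at the 4 locations.

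**Figure D2:**
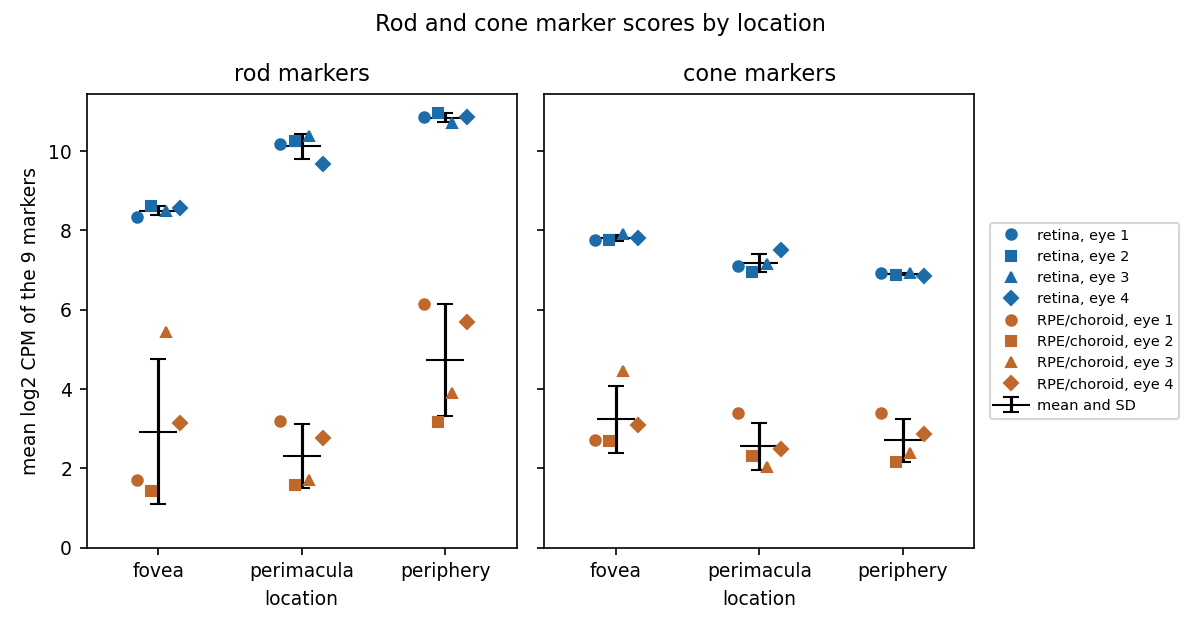
Mean log2 CPM of the 9 rod and the 9 cone markers (vertical axis) at each location of retina and RPE/choroid; points are the 4 eyes and bars the mean and SD. Rod signal in retina rises from 8.50 at the fovea/macula to 10.84 at the periphery, while the eyes of RPE/choroid spread over an SD of up to 1.83.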

Next, we performed an unfiltered analysis of the differentially expressed, contiguously changing genes from fovea/macula to perimacula to periphery in the RPE/choroid. This analysis highlights stepwise changes due to changing photoreceptor composition in the cone-predominant macula, rod-predominant periphery, and admixed perimacula, and how these morphological changes in the neural retina may affect changing gene expression in the RPE/choroid. 

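A gene was taken as contiguously changing when it was called between the fovea/macula and the periphery and its mean at the perimacula lay between the other 2 means. In RPE/choroid, 5418 of the 6911 called genes (78.4%) met this definition, of which 2609 fell and 2809 rose from the fovea/macula outward. With the eye as a block, 5024 genes met it. When both steps had to be called in the same direction, 4 genes remained, and these, named after their values were seen, were MYO1E, PALLD and SORBS2, which fell, and MOXD1, which rose. Over the 1941 called genes with an absolute log2 fold change over 1, a median of 23.5% of the step from fovea/macula to periphery was made at the perimacula, with quartiles of 7.93% and 41.1%. At the nasal location, which shared flow cells with the fovea/macula and the perimacula, the median was 17%, with quartiles of 0.876% and 34.9%. The outer step, from the perimacula to the periphery, spans different flow cells.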

Differential expression analysis revealed distinct blocks of genes with low expression in the fovea/macula that increase moving outward through the perimacula to the periphery, and other genes that are highly expressed in the fovea/macula but progressively decrease moving outwards (Figure 1C). We observe enrichment for gene ontologies including cell junction organization and epithelial cell development, as well as urogenital and renal system development (Figure 1D).

Next, we sought to understand the transcriptional regulators driving the spatial and inter-tissue differences in gene expression. Using a list of all known transcription factors in humans, we identified a subset which is differentially expressed by location in each of the retina (Supplementary Figure S4B) and RPE/choroid datasets (Figure 1E). 

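Of the 20 transcription factors labelled in Figure 1E, 19 were tested in RPE/choroid and all 19 were called in the direction drawn, over all genes and over the list alone. Their log2 fold changes between the fovea/macula and the periphery had a median size of 1.03 and ranged in size from 0.30 to 2.68. PRDM16 was left out by the filter on low counts. Against the perimacula, 19 had the same sign, none was called over all genes, and 17 were called over the list alone. In the comparison with the nasal location, 16 had the same sign and none was called over all genes or over the list. RPL18 in this list is uncertain, since several gene identifiers carry its symbol, and ribosomal protein genes as a group were higher in the periphery libraries of both tissues. Of the 26 transcription factors labelled in Supplementary Figure S4B, 24 were tested in retina and all 24 were called as drawn, with a median size of 4.35 and a range from 3.00 to 9.66. With a filter of at least 10 counts in every library, 14 were called. That filter takes genes near zero at either location out of the test, so the lower number need not mean lost calls. Against the perimacula 20 were called over all genes and 21 over the list, and against the nasal location 23 by either adjustment. Both lists are the paper's own calls on these libraries. The paper proposes that changes in transcriptional regulators can be a factor in driving changes in gene expression.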

After conducting a literature review, we further identified transcription factors with known associations in the respective tissues. In the retina and RPE, distinct sets of fovea/macula -enriched and periphery-enriched transcription were elucidated. 

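NR2F1 (ENSMMUG00000006209) and IRX2 (ENSMMUG00000005802) were each called in both tissues between the fovea/macula and the periphery. NR2F1 rose from 9.46 ± 1.12 to 25.8 ± 5.39 CPM in retina (n = 4 eyes), a log2 fold change of -1.44 (standard error 0.21, adjusted p = 6.66e-05, edgeR with Benjamini-Hochberg adjustment). In RPE/choroid it rose from 26.4 ± 3.94 to 64.7 ± 10.9 CPM, a log2 fold change of -1.29 (standard error 0.12, adjusted p = 1.74e-05, same test). The difference between the tissues was -0.17 and was not called (adjusted p = 0.658, edgeR with Benjamini-Hochberg adjustment). IRX2 fell from 36.2 ± 7.54 to 0.951 ± 0.435 CPM in retina, a log2 fold change of 5.25 (standard error 0.33, adjusted p = 1.38e-07, same test). In RPE/choroid it fell from 18.9 ± 8.89 to 4.40 ± 2.00 CPM, a log2 fold change of 2.00 (standard error 0.36, adjusted p = 0.0011, same test). Its change was larger in retina by 3.19 on the log2 scale (adjusted p = 3.05e-05, edgeR with Benjamini-Hochberg adjustment). Compared with nasal samples, within the shared flow cells, both genes were called in retina, at -0.74 and 2.60, and neither in RPE/choroid, at -0.29 and 0.16.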

Our data shows three transcription factors, *NFRF1*, *IRX2*, and *ZFHX4*, to be differentially expressed in both neural retina and RPE/choroid and show a similar pattern in independent human data curated from eyeIntegration (Swamy and McGaughey, 2019) (Supplementary Figure S5). 

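In retina, ZFHX4 (ENSMMUG00000019414) had 144 ± 10.1 CPM at the fovea/macula, 60.6 ± 22.3 at the perimacula and 18.6 ± 3.65 at the periphery (n = 4 eyes). The log2 fold change between the fovea/macula and the periphery was 2.97 (standard error 0.21, adjusted p = 3.01e-07, edgeR with Benjamini-Hochberg adjustment). In RPE/choroid it had 16.8 ± 3.90 CPM at the fovea/macula, 35.1 ± 8.84 at the perimacula and 56.0 ± 14.4 at the periphery, a log2 fold change of -1.75 (standard error 0.18, adjusted p = 3.18e-05, same test). It was higher at the fovea/macula in 4 of 4 eyes in retina and in 0 of 4 in RPE/choroid. Against the nasal location, the log2 fold change was 1.68 in retina and -0.75 in RPE/choroid (adjusted p = 2.48e-06 and 0.134, edgeR with Benjamini-Hochberg adjustment).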

Interestingly, *ZFHX4* appears to be enriched in the macular neural retina and the peripheral RPE/choroid, whereas *NFRF1* and *IRX2* expression is present in both tissues.

We then analyzed tissue-tissue interactions using ligand and receptor characterizations from the CellPhoneDB database (Efremova et al., 2020). 

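Table 2 lists 39 different pairs as upregulated in the fovea/macula. Of these, 15 had both partners called in that direction between the fovea/macula and the periphery, the RPE/choroid partner in RPE/choroid and the retina partner in retina. In 5 pairs only the RPE/choroid partner was called, in 6 only the retina partner, and in 12 neither, and 1 pair had a partner that was not tested. In 12 of the 39 pairs a partner was called in the opposite direction. Of the 31 different pairs listed as downregulated, 13 had both partners called, 3 only the RPE/choroid partner, 9 only the retina partner and 4 neither, and 2 had a partner that was not tested. In 8 of the 31 a partner was called in the opposite direction. The table lists 4 pairs in both directions. Among the upregulated pairs, TEK in RPE/choroid and its ligand ANGPT1 in retina had log2 fold changes of 1.06 and 2.16 (adjusted p = 4.14e-05 and 1.18e-06, edgeR with Benjamini-Hochberg adjustment). For EGFR in RPE/choroid and EGF in retina, these were 1.17 and 2.07 (adjusted p = 0.000417 and 4.46e-06, same test). EFNA1 in RPE/choroid and EPHA2 in retina, a pair listed in both directions, had -0.72 and -1.82 (adjusted p = 0.00171 and 1.91e-05, edgeR with Benjamini-Hochberg adjustment). Among the downregulated pairs, WNT2B in RPE/choroid, at 3.56 ± 2.06 CPM at the periphery, had -2.88 (adjusted p = 0.00957, same test). The count of downregulated pairs moved most when the monkey covariate was left out, to 6. Relative to nasal samples, within the shared flow cells, TEK changed by 0.05 and EGFR by 0.17 in RPE/choroid and neither was called (adjusted p = 0.87 and 0.661, same test), whereas ANGPT1 and EGF in retina were called at 1.30 and 1.14.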

After converting protein names from the database to gene names *via* the Uniprot conversion tool and merging the data with our location-based differential expression, we generated lists of distinct up- and down-regulated interactions in which both interacting partners in each tissue were either up- or downregulated in the fovea/macula over the periphery (Table 2). Pathway analysis on these gene lists shows enrichment in the upregulated interactors for cell adhesion pathways (Figures 2A,C) and that downregulated interactors were highly enriched for Wnt signaling in kidney disease and the ErbB signaling pathway, both of which are heavily involved in tissue development, including ocular development (Figures 2B,D; Supplementary Figures S7C,D). 

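CCR1 (ENSMMUG00000007506), CCR2 (ENSMMUG00000014276) and CCR6 (ENSMMUG00000005676), receptors of chemokine pairs in Table 2, were measured in RPE/choroid. CCR1 had 22.5 ± 3.26 CPM at the fovea/macula and 37.7 ± 6.57 at the periphery (n = 4 eyes), a log2 fold change of -0.73 (standard error 0.14, adjusted p = 0.00164, edgeR with Benjamini-Hochberg adjustment). CCR2 and CCR6, at 2.87 ± 1.55 and 1.74 ± 0.169 CPM at the fovea/macula, had log2 fold changes of -0.86 and -0.45 and were not called (adjusted p = 0.0675 and 0.31, edgeR with Benjamini-Hochberg adjustment). CCR2 was called with DESeq2, with the nasal libraries included, with 2 lanes per library and with lanes counted as samples, and CCR6 with lanes counted as samples.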

Additionally, receptors involved in chemokine signaling were downregulated in the fovea/macula (Figure 2B).

**TABLE 2:** Ligand-receptor interactions across neural retina and RPE/choroid in the macula.

Upregulated interactions in the macula		Downregulated interactions in the macula	
RPE/choroid	Neural retina	RPE/choroid	Neural retina
NOTCH2	JAG2	EPHB2	EFNB1
FGFR1	NCAM1	WNT2B	FZD4
NTF3	NTRK3	EFNA1	EPHA2
IGF2	IGF1R	EPHB1	EFNB1
EPHA2	EFNA3	CCR1	CCL26
NOTCH1	JAG2	NRG2	ERBB3
PLXNB2	SEMA4D	CD48	CD244
NTF3	NTRK2	FLT3	FLT3LG
TNFSF10	TNFRSF10D	DSC1	DSG2
EPHA3	EFNA3	EFNA1	EPHA3
TEK	ANGPT1	PTPRC	CD22
VEGFA	FLT1	CCR5	CCL8
PLXNB2	SEMA4G	LGALS9	HAVCR2
NOTCH3	JAG2	MDK	ALK
WNT1	FZD1	PLXNC1	SEMA7A
NRP1	VEGFA	ANXA1	FPR2
EGFR	EGF	FGFR1	NCAM1
EPHA4	EFNB1	CCR1	CCL26
NRP2	SEMA3C	NGF	NTRK1
ERBB4	HBEGF	CD48	CD244
IGF2	IGF2R	FZD7	WNT3
EFNA1	EPHA2	CCR6	CCL20
EPHB1	EFNB1	CCR2	CCL26
TNF	TNFRSF1A	CCR2	CCL8
IGF2	IGF2R	PLXNB2	SEMA4C
EFNA3	EPHA4	PVR	CD96
CD55	ADGRE5	NRG1	ERBB4
CD44	SELE	ERBB3	NRG1
ERBB4	NRG4	PTPRC	CD22
CADM3	CADM1	SEMA5A	PLXNB3
EFNA1	EPHA3	CSF1R	IL34
CADM3	EPB41L1	CCR5	CCL8
VEGFA	FLT1	PDCD1	PDCD1LG2
VEGFA	KDR	CCR1	CCL8
NRP2	PGF	EREG	ERBB4
DPP4	CXCL12		
EPHB6	EFNB1		
NRP2	VEGFA		
FLT1	PGF		
EFNA1	EPHA4		
NRP2	SEMA3F		

**FIGURE 2:**
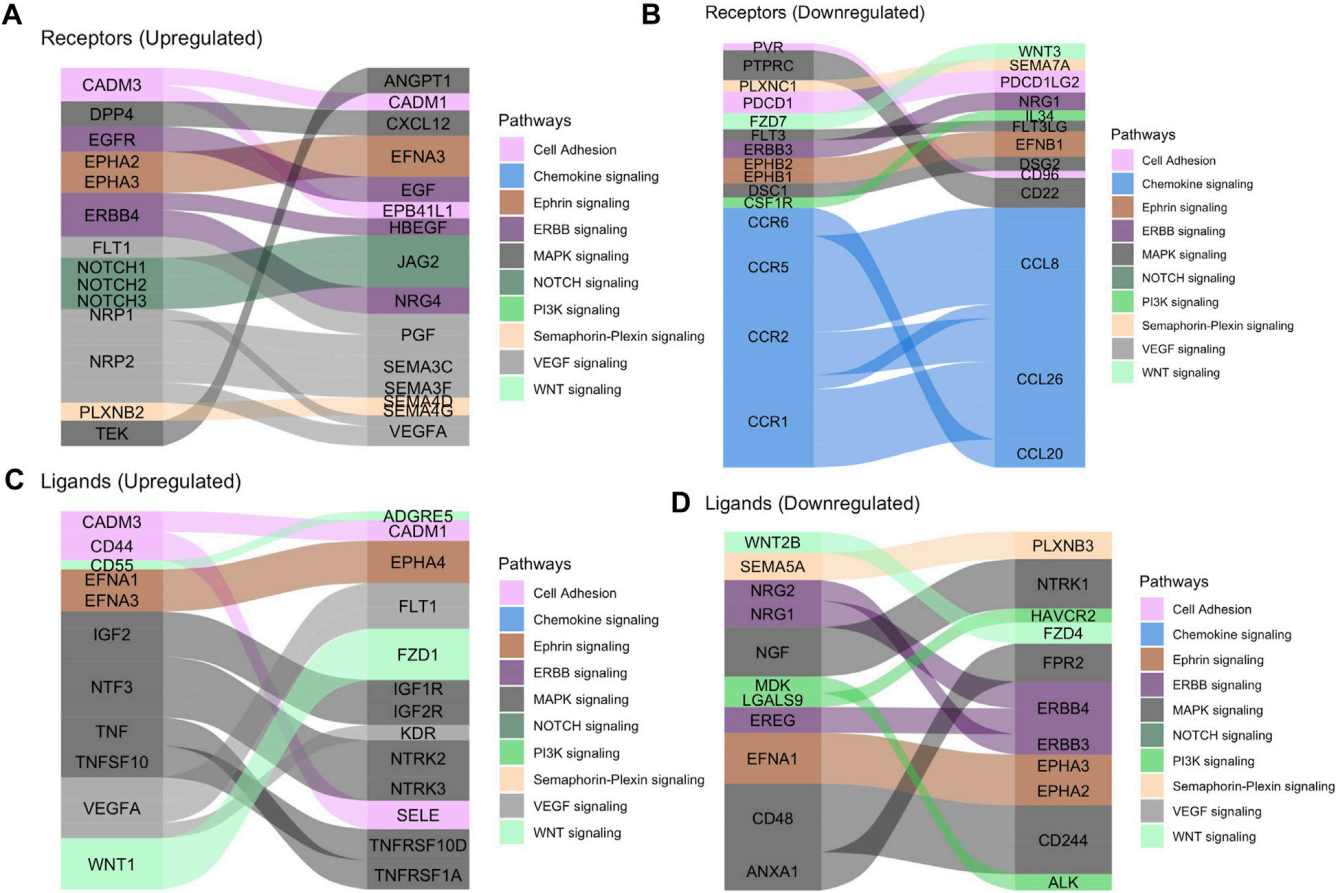
Tissue-tissue interactions showing receptor/ligand pairs in the central retina. **(A)** Upregulated macular receptors in the RPE/choroid are linked to their upregulated ligand in the macular neural retina. Interactors are grouped by signaling pathway and the width is scaled by average log2 fold change. **(B)** Downregulated macular receptors in the RPE/choroid and their respective downregulated ligand in the macular neural retina. **(C)** Upregulated macular ligands in the RPE/choroid are linked to their upregulated receptor in the macular neural retina. **(D)** Downregulated macular ligands in the RPE/choroid and their corresponding downregulated receptors in the macular neural retina.

To determine the conservation of location-specific differential expression of transcriptional regulators across fovea/macula to periphery, we performed a meta-analysis comparing our macaque data to previously published human datasets (Li et al., 2014; Whitmore et al., 2014). We see generally conserved patterns of expression from fovea/macula to periphery in neural retina and to a lesser extent, RPE/choroid (Figures 3A,B). We performed the same analysis on unfiltered gene lists from the human and macaque and found approximately 700 genes that follow similar differential expression patterns from fovea/macula to periphery in both species. (Figure 3A; Supplementary Table S1). GO terms for this list of conserved genes involve neuronal connectivity and cellular morphogenesis (Figure 3C), similar to the GO terms for the macaque retina data seen previously in this study. In one case, we see a distinct block of macula-specific transcription factors in the Rhesus monkey neural retina including *HR*, *MYC*, *EBF3*, *AR*, *EBF2*, *EBF1*, *TWIST1*, *IRX2*, *POU4F2*, *IRX1*, and *SHOX2* that seem to also correlate to macula-specific transcription factors in the human data (Supplementary Figure S6B). Overall, this supports a conservation of gene expression and function across monkey and human species.

**FIGURE 3:**
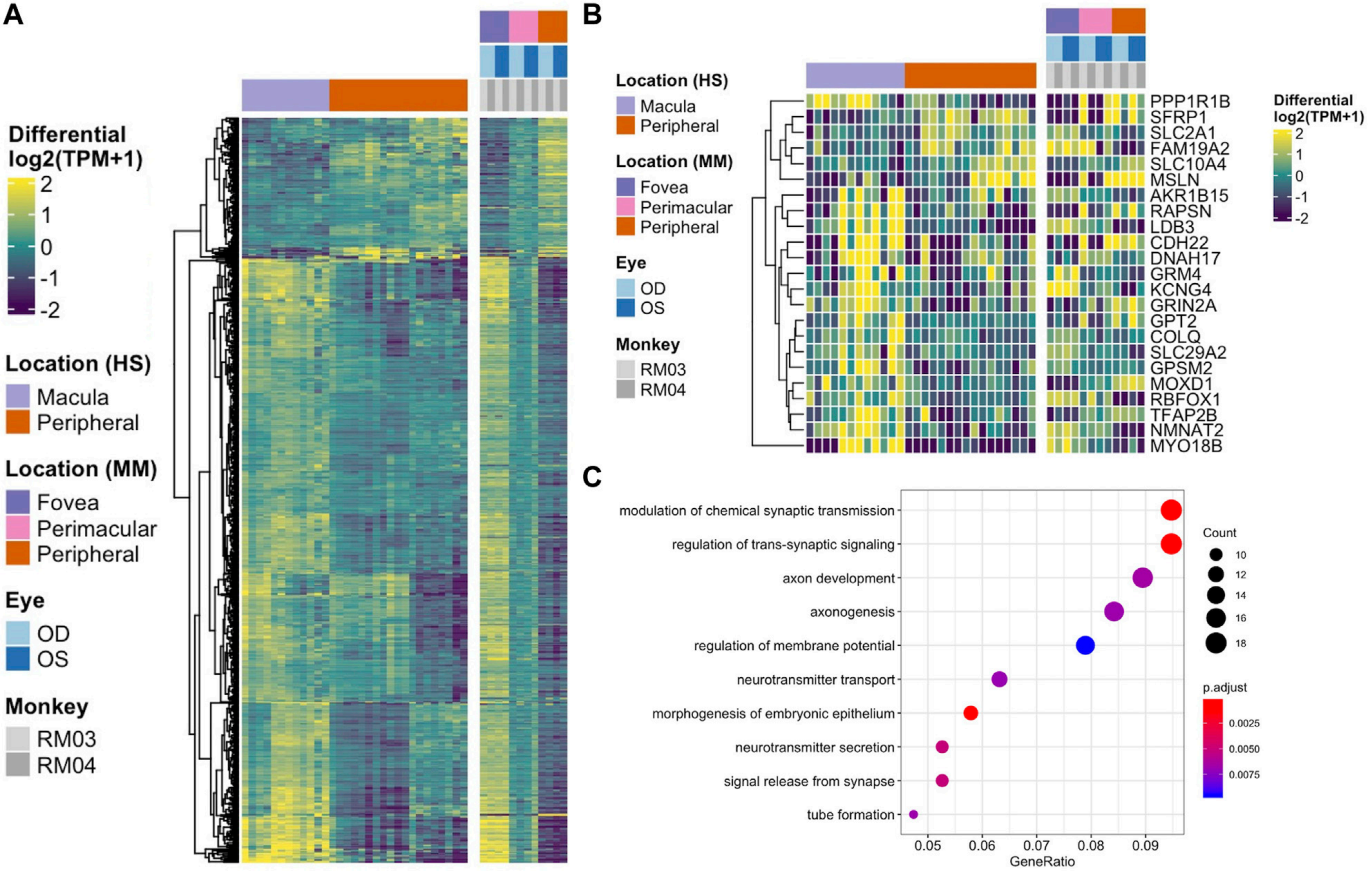
**(A)** Heatmap displaying the comparison of differential gene expression in the neural retina between published data from a human macula vs. periphery set (Li et al., 2014; Whitmore et al., 2014) and the macaque data presented here, with 664 genes following similar expression patterns. **(B)** A comparison of conserved differential expression to the human studies in the RPE/choroid tissue. Fewer genes follow similar patterns of differential expression. **(C)** GO enrichment for conserved differentially expressed genes between human and macaque datasets in the neural retina. Terms including neuronal connectivity and cellular morphogenesis are highly enriched.

To test whether there was any correspondence between our macaque tests and an independent single cell RPE cells taken from either the fovea/macula or periphery, we extracted 219 cells from the scEiaD resource at plae.nei.nih.gov. 

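Of the 10 genes labelled in Figure 4, 7 were called in RPE/choroid in the direction drawn, over all genes tested, and 8 with the adjustment made over the list. At an adjusted p under 0.01, the level the paper states for this overlap, 7 were called (edgeR with Benjamini-Hochberg adjustment). The mean at the perimacula lay between those of the fovea/macula and the periphery for 8 of the 10. GNG11 (ENSMMUG00000041616) and SRSF3 were higher in the periphery, with log2 fold changes of -0.55 and -0.85 (standard error 0.10 and 0.065, adjusted p = 0.00125 and 6.02e-06, edgeR with Benjamini-Hochberg adjustment). SRSF3 is uncertain, since 2 gene identifiers carry its symbol. IVNS1ABP (ENSMMUG00000013884) changed by -0.43 (standard error 0.20, adjusted p = 0.106, same test), and was called only with lanes counted as samples. Against the perimacula, none of the 10 was called over all genes and 5 over the list. Against the nasal location, within the shared flow cells, none was called over all genes and 1 over the list.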

We found ten genes that overlap between our macaque resource and the scEiaD resource: *CXCL14, GNG11, IVNS1ABP, PMEL, S100B, SCG5, SRSF3, SULF1, VIM,* and *WFDC1*. Of these ten overlapping genes, *CXCL4*, *SULF4*, and *WFDC1* are shown to be enriched in the macula, and S100B, PMEL, and SCG5 are enriched in the periphery (Figure 4).

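CXCL14 (ENSMMUG00000004771) had 80.8 ± 25.4 CPM at the fovea/macula of RPE/choroid, 32.9 ± 19.5 at the perimacula and 7.16 ± 3.46 at the periphery (n = 4 eyes). SULF1 (ENSMMUG00000023274) had 2183 ± 483, 1316 ± 291 and 561 ± 114 CPM at these locations, a log2 fold change between the fovea/macula and the periphery of 1.94 (standard error 0.17, adjusted p = 1.34e-05, edgeR with Benjamini-Hochberg adjustment). WFDC1 (ENSMMUG00000004442) had 41.6 ± 6.37, 27.6 ± 3.32 and 26.9 ± 10.8 CPM, a log2 fold change of 0.64 that was not called (standard error 0.24, adjusted p = 0.0536, same test), and it was higher at the fovea/macula in 3 of 4 eyes. It was called with DESeq2 (Benjamini-Hochberg adjusted p = 0.0195), without the low-count filter, with the nasal libraries included, with lanes counted as samples, at equal depth and without replicate 3. S100B (ENSMMUG00000015801) rose from 20.3 ± 5.38 to 38.2 ± 20.5 and 121 ± 93.1 CPM, a log2 fold change of -2.37 (standard error 0.34, adjusted p = 0.000283, same test). SCG5, which is uncertain since 2 gene identifiers carry its symbol, rose from 11.4 ± 9.02 to 39.5 ± 23.1 CPM at the periphery, a log2 fold change of -2.19 (standard error 0.49, adjusted p = 0.00435, same test). It was not called when the monkey covariate was left out. Compared with nasal samples, within the shared flow cells, the log2 fold changes were 1.31 for CXCL14, 0.64 for SULF1, 0.67 for WFDC1, 0.09 for S100B and -0.63 for SCG5, and none was called.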

**FIGURE 4:**
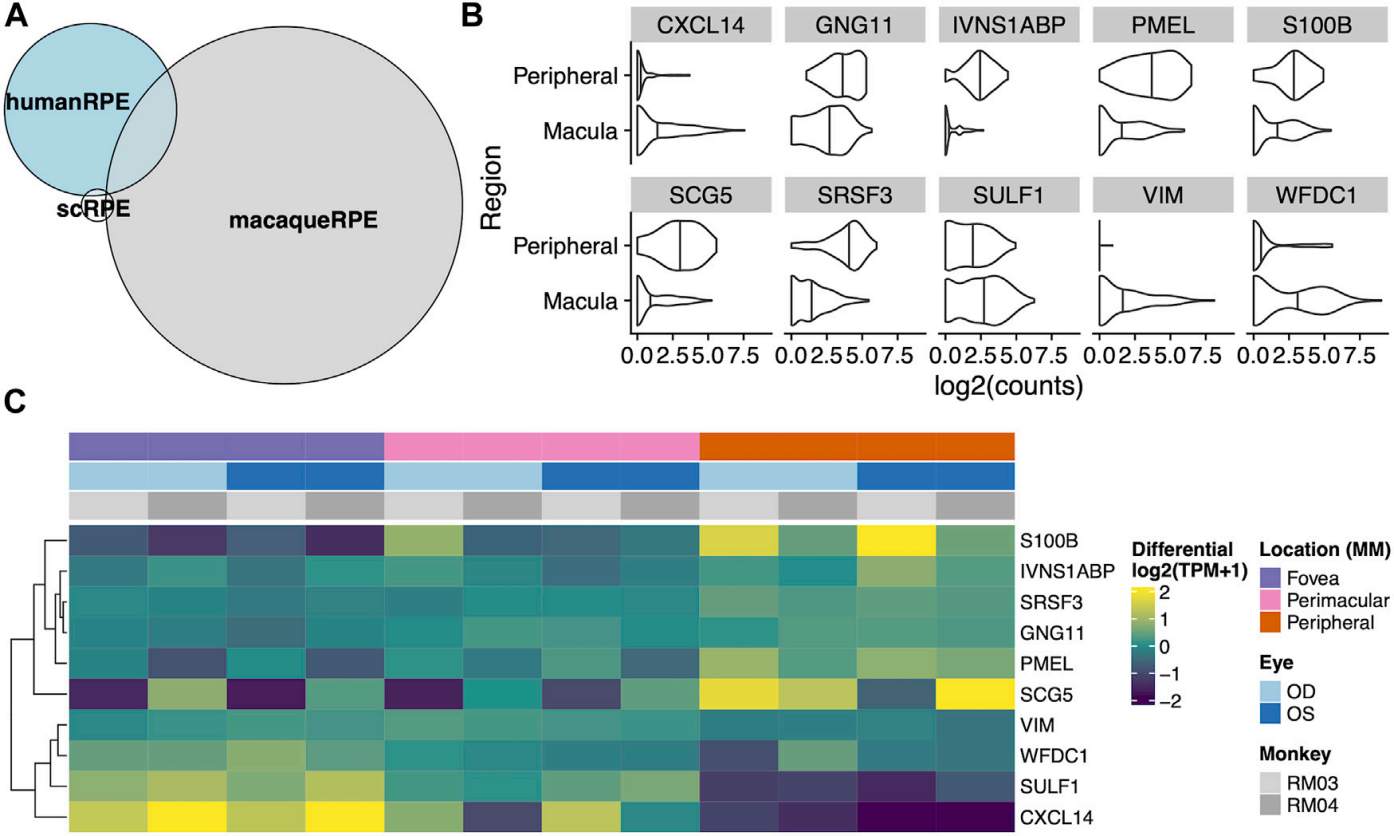
**(A)** Venn diagram of overlaps between differentially expressed genes between the fovea and periphery in three systems: Human single cell RPE, bulk human RPE-choroid, and bulk macaque RPE-choroid. **(B)** Violin plot of the single cell expression with the ten genes which overlap between the human single cell RPE testing and bulk macaque RPE-choroid testing. **(C)** Heatmap of the same ten genes in our macaque RPE-choroid punches.

## Discussion

Using the Rhesus macaque as a model to study the transcriptome landscape of higher primate retina, we conducted RNA-sequencing across neural retina and RPE/choroid tissue layers. The small RNA punch size and bulk processing of the tissues allowed for high resolution and sensitivity of transcript quantification due to the decreased likelihood of variability from extended amplification, gene dropouts, and biological noise. Furthermore, it allows for the ability to profile rare and low-expressed transcripts as compared to single-cell RNAseq such as the 10x Genomics Chromium platform, in which only the top 20%–30% of expressed genes are captured, or Drop-seq, which requires a more manual approach. Unlike previous studies, our approach included the perimacular retina to define contiguously changing gene expression across the retinal landscape, thereby reflecting the stepwise differences in the ratio of cone and rod composition. By doing this, we isolated the critical pathways regulating changes in retinal connectivity and RPE/choroid function necessary to support different photoreceptor mosaics.

The macaque gene expression changes observed in our data are orthogonally confirmed in human datasets. Furthermore, our findings also indicate conservation of contiguously changing gene expression patterns from the central to peripheral retina between Rhesus monkeys and humans, establishing a more available model system for future human transcriptomic studies. Rhesus monkeys offer an accessible model in which conditions of tissue acquisition can be further controlled, including age, optimization of biopsy and RNA extraction, and reduced time from enucleation to tissue dissection and RNA extraction.

PCA of gene expression data by tissue type predicts the distinct nature of the neural retina and RPE/choroid tissues, and further clustering by location confirms there are transcriptomic differences between regions of the retina. The grouping of transcriptomes by animal highlights the genetic variability observed between individuals. 

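At a given location of the retina, the distance between fellow eyes of an animal was 1.05 ± 0.277 (SD over 8 pairs), and that between eyes of the 2 animals 1.96 ± 0.135 (SD over 16 pairs), in root mean square log2 CPM over the 1000 most variable genes. In RPE/choroid, these distances were 1.92 ± 0.446 and 2.84 ± 0.229. The mean distance between fellow eyes was the smaller one at 4 of 4 locations in each tissue. With 2 animals, a difference between them cannot be tested against the spread among animals. From the grouping by animal, the paper concludes that there is genetic variability between individuals.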

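In retina, 7733 genes were called between the perimacula and the periphery, 3603 higher in the perimacula and 4130 higher in the periphery. In RPE/choroid this count was 5471, and it ran from 3314 without replicate 4 to 9689 with lanes as samples. The comparisons with the periphery span different flow cells, whereas that of the fovea/macula with the perimacula does not. Within the shared flow cells, 231 genes were called between the perimacula and the nasal location in retina and 484 in RPE/choroid. With one replicate left out, these counts ran from 14 to 66 in retina and from 19 to 195 in RPE/choroid. DESeq2 gave 785 and 1247. Of the genes called in retina between the fovea/macula and the periphery, 4803 were also called between the fovea/macula and the perimacula in the same direction and 69 in the opposite direction. In RPE/choroid these numbers were 7 and 0.

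**Figure D3:**
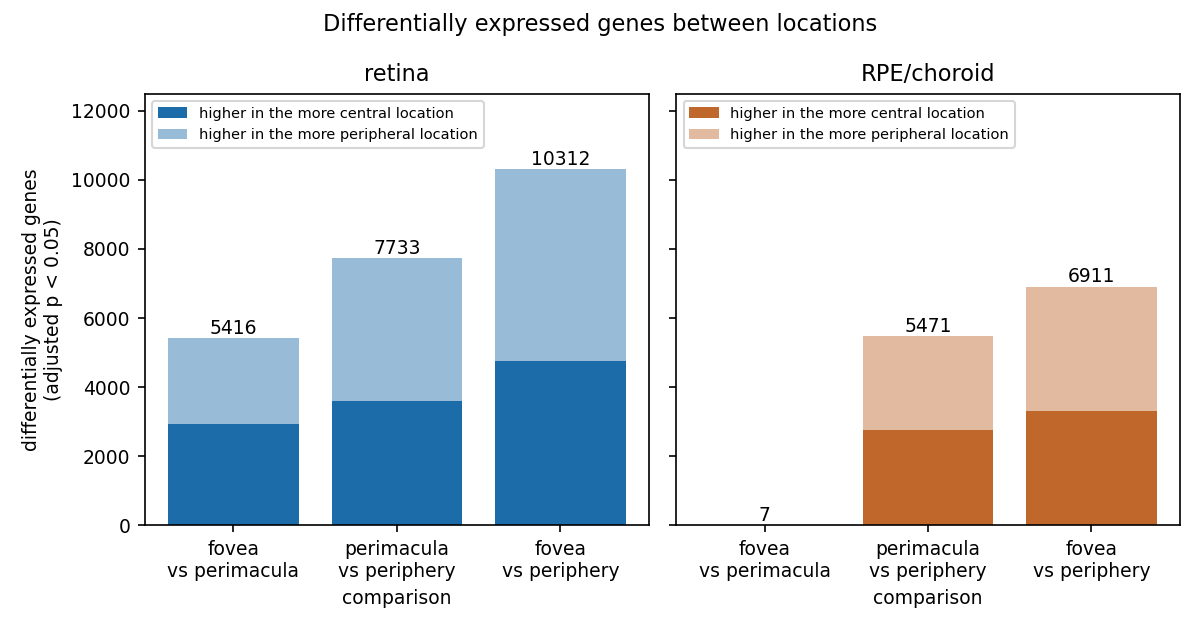
Number of differentially expressed genes at an adjusted p under 0.05 (edgeR with Benjamini-Hochberg adjustment, vertical axis) in retina and RPE/choroid. The comparisons are those among the fovea/macula, the perimacula and the periphery, and each bar is divided by the location in which the gene was higher. The bars run from 5416 to 10312 genes in retina and from 7 to 6911 in RPE/choroid.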

The lower number of differentially expressed genes in fovea/macula vs. perimacular comparisons versus fovea/macula vs. periphery indicates a continuum of gene expression. The highly variable patterns of gene expression across the neural retina corresponds to the changing composition of cell types based on location.

In contrast, the presence of distinct changing RPE/choroid gene expression suggests variability in the cell processes occurring across the retina in the RPE and choroid. 

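Of the 14818 genes tested in both tissues between the fovea/macula and the periphery, 4720 were called in both, 5263 in retina alone and 1952 in RPE/choroid alone. Of the 4720, 3667 changed in the same direction and 1053 in opposite directions. The difference between the tissues in this log2 fold change was tested as an interaction over 16284 genes and was called for 6550 (40.2%), which include 1050 of the 1053. On simulated counts in which 200 genes were given a difference of 1.5, the interaction test recovered 63% of them. From the distinct changes in RPE/choroid, the paper proposes that cell processes vary across the retina in the RPE and choroid.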

Due to the relatively unchanged morphology of these tissues across the retina save for increased RPE diameter and choroidal thickness in the macula, the contiguous changes in gene expression observed may be a factor in driving changes in cell processes across the entire retina. GO terms enriched for the contiguously changing genes in the retina involved neuron projection and axon development as well as regulation of cell morphogenesis, supporting known findings that there are differences in circuitry and cone packing across the neural retina (Jones et al., 2018). Furthermore, the changing gene expression across the RPE/choroid is enriched for GO terms such as cell junction organization and epithelial cell development, supporting reported findings that RPE diameter is smaller in the fovea/macula as compared to the periphery (R Sparrrow et al., 2010). It is known that RPE cells form tight junctions, creating the outer blood-retinal barrier. These tight junctions serve as regulators of cell proliferation, polarity, and transport, as well as transducers of signals responsible for regulating cell size and shape (Zou et al., 2020). Therefore, genes involved in cell junction organization and epithelial cell development may play a role in varied cell sizes across the RPE. GO terms involving urogenital and renal system development are also enriched in the RPE/choroid gene list, and interestingly, there are several heritable genetic conditions that affect both the eye and kidney, and there is also a link between chorioretinal thinning and chronic kidney disease, thought to be due to inflammation and endothelial dysfunction (Balmforth et al., 2016; Paterson et al., 2020). In addition to observing greater levels of gene expression variability across location in the RPE-choroid than expected, several disease-relevant genes known to play roles in various ocular disorders including *TIMP3* [various retinopathies (Dewing et al., 2020)], *ABCA4* [Stargardt disease (Walia and Fishman, 2009)], and *TYRP1* [oculocutaneous albinism (Simeonov et al., 2013)], were found to be significantly differentially expressed by location.

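TIMP3 (ENSMMUG00000006734) had 4819 ± 709 CPM in RPE/choroid at the fovea/macula, 3157 ± 689 at the perimacula and 2325 ± 644 at the periphery (n = 4 eyes). Its log2 fold change between the fovea/macula and the periphery was 1.04 (standard error 0.19, adjusted p = 0.00139, edgeR with Benjamini-Hochberg adjustment). ABCA4 (ENSMMUG00000013858) had 374 ± 120 CPM at the fovea/macula, 178 ± 91.8 at the perimacula and 185 ± 89.2 at the periphery, a log2 fold change of 0.94 (standard error 0.38, adjusted p = 0.0677, same test). It was higher at the fovea/macula in 3 of 4 eyes and was not called. It was called with the eye as a block, at 1.06 (adjusted p = 0.0467, edgeR with Benjamini-Hochberg adjustment), with the nasal libraries included, with lanes counted as samples and without replicate 1. TYRP1 (ENSMMUG00000013288) had 1887 ± 78.3 CPM at the fovea/macula and 2464 ± 120 at the periphery, a log2 fold change of -0.39 (standard error 0.089, adjusted p = 0.00506, same test). Relative to nasal samples, within the shared flow cells, the log2 fold changes were 0.08 for TIMP3, 0.63 for ABCA4 and 0.07 for TYRP1, and none was called (adjusted p = 0.878, 0.412 and 0.692, edgeR with Benjamini-Hochberg adjustment).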

Differential expression of particular transcription factors, including neural retina- and RPE/choroid show conserved patterns of expression between macaque and human datasets, with *IRX2* being upregulated in the macula. 

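In retina, FOXI3 (ENSMMUG00000014248) had 0.0374 ± 0.0372 CPM at the fovea/macula, 1.60 ± 0.699 at the perimacula and 5.09 ± 1.33 at the periphery (n = 4 eyes), a log2 fold change of -7.04 (standard error 0.54, adjusted p = 4.48e-07, edgeR with Benjamini-Hochberg adjustment). POU4F2 (ENSMMUG00000023440) fell from 93.9 ± 4.91 to 37.6 ± 18.2 and 4.16 ± 1.72 CPM, a log2 fold change of 4.50 (standard error 0.37, adjusted p = 7.77e-07, same test). POU4F1 (ENSMMUG00000030683) fell from 27.8 ± 4.37 to 8.96 ± 2.43 and 2.44 ± 1.25 CPM, and RIT2 (ENSMMUG00000038452) from 7.73 ± 1.23 to 3.77 ± 1.49 and 1.91 ± 0.42 CPM. Their log2 fold changes were 3.53 and 2.02 (standard error 0.38 and 0.23, adjusted p = 5.8e-06 and 1.11e-05, edgeR with Benjamini-Hochberg adjustment). Against the nasal location, within the shared flow cells, the log2 fold changes were -6.61, 2.15, 2.39 and 1.38 in this order, and all 4 were called.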

Other differentially expressed transcription factors that show conservation with past human studies include *FOXI3*, which is upregulated in the periphery, and *POU4F2*, *POU4F1*, as well as its target, *RIT2*, all of which are enriched in the macula in both monkey and human datasets^7^. 

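VEZF1 (ENSMMUG00000004723) had 254 ± 21.4 CPM in RPE/choroid at the fovea/macula, 206 ± 3.27 at the perimacula and 132 ± 17.9 at the periphery (n = 4 eyes), a log2 fold change of 0.94 (standard error 0.094, adjusted p = 2.78e-05, edgeR with Benjamini-Hochberg adjustment). At the nasal location it had 251 ± 14.2 CPM, a log2 fold change against it of 0.01 (adjusted p = 0.958, same test).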

Additional transcription factors following similar gene expression patterns across species in the RPE/choroid include *VEZF1* and *NR2F1*, which are thought to be involved in retinal and vascular development (Tang et al., 2010; Zou et al., 2010). Identifying conserved location-specific transcription factors can provide insight into the regulatory landscape of the two tissues and how they relate to patterns of differential gene expression. It may be inferred then, that these changes in global gene expression across location and tissue, driven by distinct sets of transcription factors, likely reflect location-specific cellular processes and interactions.

Beyond patterns of transcriptional regulators, location-based tissue-tissue interactions are also indicative of specific pathways being up- or downregulated by location, suggesting specific roles in different locations of the tissues. The enrichment for Wnt signaling in kidney disease in the downregulated interactions in the macula may be connected to the GO enrichment for renal development in the RPE/choroid. Furthermore, ErbB signaling and peptide G-protein coupled receptor signaling are required for retinal development, with ErbB involved in neural crest development and adult pigment formation (Budi et al., 2008) and GCPR signaling involved in light processing in photoreceptors (Martemyanov, 2014). The tissue-tissue interaction analysis suggests these pathways are upregulated in the peripheral tissues of the eye. Certain pathways were enriched for tissue-tissue interactions both up- and downregulated in the macula, including Hippo signaling. Hippo-YAP signaling is known to play roles in both ocular development as well as disease, as it regulates retinogenesis, photoreceptor cell differentiation, and retinal vascular development, but misregulation also has associations with coloboma and optic fissure closure, uveal melanoma, and retinal degeneration (Lee et al., 2018). The downregulation of chemokine receptors observed in the fovea/macula may suggest a higher sensitivity to chemokine signaling in this region during disease, as AMD is known to be associated with upregulated levels of chemokine signaling (Newman et al., 2012). 

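Against the nasal RPE/choroid, which shared flow cells with the fovea/macula, the log2 fold changes were -0.47 for CCR1, -0.41 for CCR2 and -0.55 for CCR6. None was called (adjusted p = 0.15, 0.607 and 0.413, edgeR with Benjamini-Hochberg adjustment). From the lower expression of chemokine receptors in the fovea/macula, the paper proposes a higher sensitivity to chemokine signaling there during disease.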

The widespread enrichment of this pathway informs the many roles it plays in regulating the retinal landscape across location.

The three-way comparison of single cell, bulk human, and Rhesus macaque data showed many more differentially expressed genes detected in our macaque dataset than the other two sequencing methods. It remains unclear whether this subset of differentially expressed genes without parent conservation in our dataset is identifying a Rhesus macaque-specific set of genes or if some of these genes are novel identifications due to the higher resolution of sequencing achieved in this dataset. Further investigation including functional studies are necessary to determine this. Furthermore, identifying differentially expressed genes in the Rhesus monkey data that intersect with the single cell data allows us to identify known RPE-specific genes that are conserved between the datasets including *VIM* (Zou et al., 2020), and *PMEL* (Reyes et al., 2020), which we have shown to change contiguously by location. 

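PMEL (ENSMMUG00000018816) rose from 3104 ± 967 CPM at the fovea/macula to 3848 ± 953 at the perimacula and 6152 ± 1065 at the periphery of RPE/choroid (n = 4 eyes). Its log2 fold change between the fovea/macula and the periphery was -1.03 (standard error 0.11, adjusted p = 4.96e-05, edgeR with Benjamini-Hochberg adjustment), and against the nasal location it was 0.22 (adjusted p = 0.447, same test). VIM (ENSMMUG00000003193) had 2761 ± 190.3 CPM at the fovea/macula, 3117 ± 224 at the perimacula and 2525 ± 183 at the periphery, so that its mean at the perimacula lay outside the other 2. Its log2 fold change of 0.13 (standard error 0.085, adjusted p = 0.253, same test) was smaller than could be called, except with lanes counted as samples.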

Of the three macula-enriched genes in the overlapping set, *CXCL14* and *WFDC1* have been previously identified as enriched in the macula compared to peripheral retina *via* RNA microarray (Radeke et al., 2007), and *WFDC1* enrichment in the macula was independently confirmed by both expression and immunostaining (van Soest et al., 2007). As such, our data shows the known macula-enrichment of *WFDC1* to be conserved. As a serine protease inhibitor, mediator of endothelial cell migration and promoter of angiogenesis, its enrichment in the RPE and specifically, the macula, may suggest a role for *WFDC1* in age-related macular degeneration (Zhu et al., 2021), in which neovascularization beneath the macula is characteristic (Radeke et al., 2007). Additionally, *S100B,* a gene encoding a calcium-binding protein which we found enriched in the peripheral RPE has been linked with glaucoma, which can result in loss of peripheral vision (Kuehn et al., 2018).

Considering the differential gene expression patterns across contiguous regions of the neural retina and especially the RPE/choroid allows for a combined approach in which we assessed the drivers of change as well as gross changes in gene expression by location. We identified highly enriched gene ontologies associated with each tissue location and layer, highlighted sets of contiguously changing transcription factors, determined important tissue-tissue interactions that highlight various up- and downregulated location-specific pathways, and examined the conservation of gene expression patterns across multiple independent studies. In addition to the previous RNA-sequencing studies performed on human and non-human primate retinas, the data and findings presented here provide valuable resources for future studies aimed at identifying regional specialization of the retina and understanding disease mechanisms.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found in the article/Supplementary material.

# Supplementary material for: Transcriptional mapping of the macaque retina and RPE-choroid reveals conserved inter-tissue transcription drivers and signaling pathways
**Source:** Front Genet. 2022 Nov 25;13:949449. doi: 10.3389/fgene.2022.949449
**Supplement:** Supplementary file 1

**Figure S1. (A)** Layout of punch biopsies taken from the Rhesus monkey eyes, including foveal (F), perimacular (PM), and peripheral (P) samples. **(B)** Diagram of the retina, highlighting the cell types in the neural retina as well as the RPE and choroid tissues (Adapted from “Structure of the Retina”, by BioRender.com (2022). Retrieved from <https://app.biorender.com/biorender-templates>).

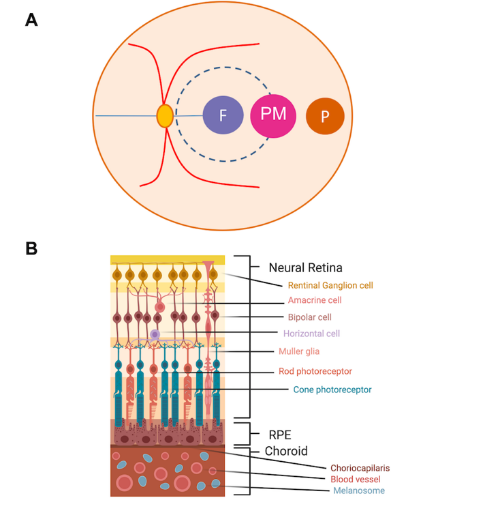

**Figure S2.** PCA clustering for the 1000 most variable genes sequenced. **(A)** Samples primarily cluster by tissue type, with RPE/choroid samples clustering away from retina samples. **(B)** Within the retina and RPE/choroid, foveal and peripheral samples tend to cluster furthest apart with perimacular samples clustering less tightly between.

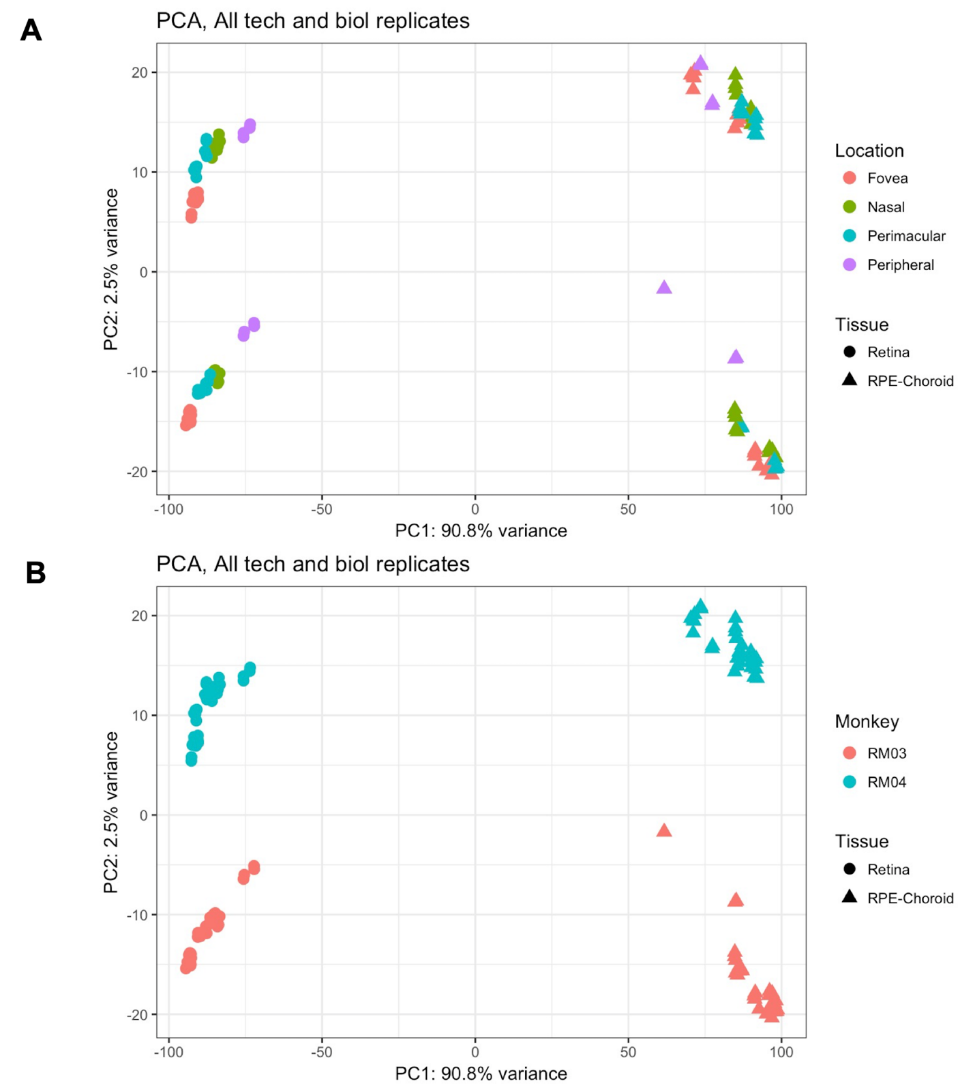

**Figure S3. (A)** Heatmap depicting macaque expression of published rod-enriched gene expression (Holt et. al 2015, Mustafi et. al, 2016) across the neural retina reflects cellular composition of rods in the retina. Genes are highly expressed in the periphery, where rod composition is highly enriched, and lowly expressed in the fovea/macula which is highly cone-enriched. **(B)** Peripheral and perimacular retinal samples express rod-enriched genes at a 2.8- and 1.7-fold increase compared to foveal retinal samples. The periphery is 1.6-fold enriched in cone signal compared to the fovea in the neural retina (Table S1). **(C)** Changes in rod- and cone-enriched gene expression do not vary greatly by location in RPE/choroid.

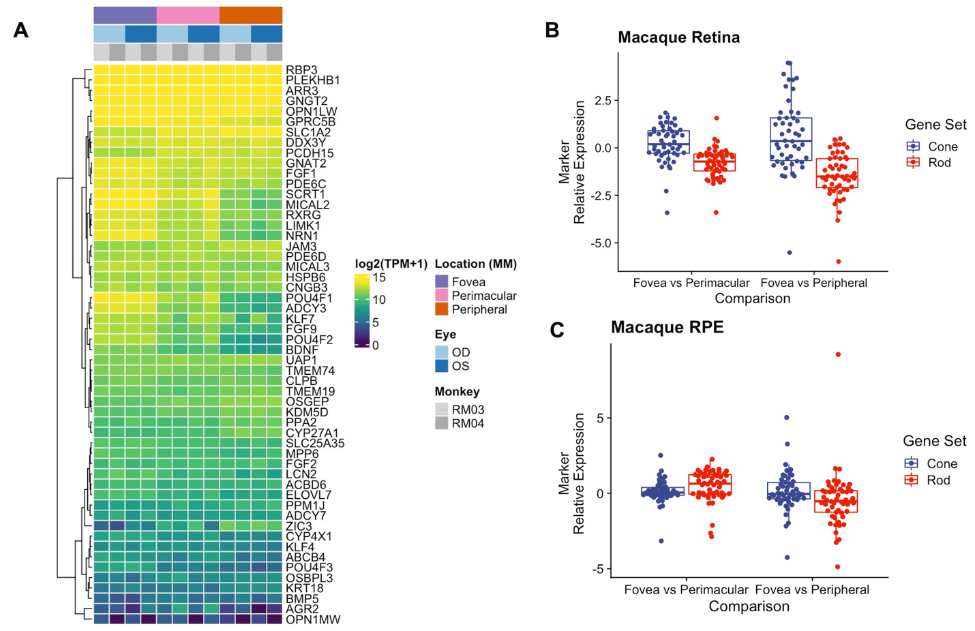

**Figure S4. (A)** Heatmap showing contiguous differential expression across location of the neural retina tissue, also exhibiting distinct blocks of progressive up and down regulated gene expression as seen for the RPE/choroid in Fig. 1C. **(B)** A subset of genes identified as differentially expressed transcription factors by location in the neural retina. Changes in transcriptional regulators can be a factor in driving gene expression changes.

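In retina, 8536 of the 10312 genes called between the fovea/macula and the periphery (82.8%) had their mean at the perimacula between the other 2, of which 4134 fell and 4402 rose outward. With the eye as a block, 8364 genes did so. When both steps had to be called in the same direction, 2990 genes remained. Over the 4229 called genes with an absolute log2 fold change over 1, a median of 41.6% of the step from fovea/macula to periphery was made at the perimacula, with quartiles of 25.6% and 55.2%. At the nasal location, the median was 56.3%, with quartiles of 38.2% and 72.4%.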

*These transcription factors have published associations with the respective tissue in the literature. **(C)** Top 10 enriched gene ontology (GO) terms from the retina differentially expressed gene set, including neuron projection, axon development, regulation of cell morphogenesis, and protein localization and transport.

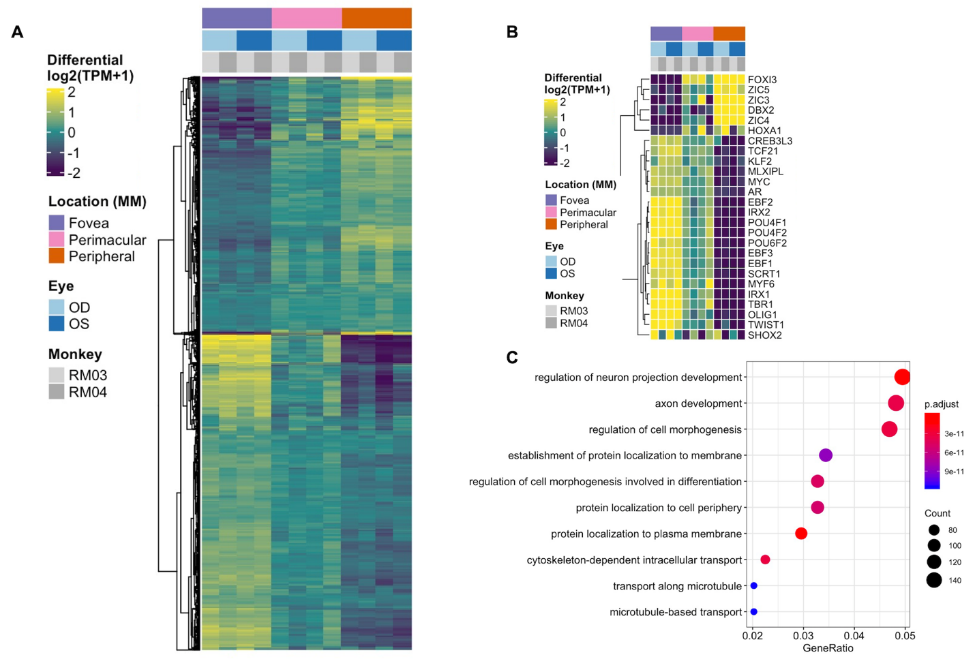

**Figure S5. (A)** Expression of commonly expressed transcription factors between the neural retina and the RPE/choroid. While *NR2F1* and *IRX2* follow similar expression patterns across location, *ZFHX4* actually displays opposite expression patterns in the retina and RPE/choroid tissues. **(B)** Expression of these three transcription factors from the publicly available EyeIntegration database (Swami and McGaughey et al., 2019) showing similar expression levels of each gene in both tissue types with whole blood for comparison.

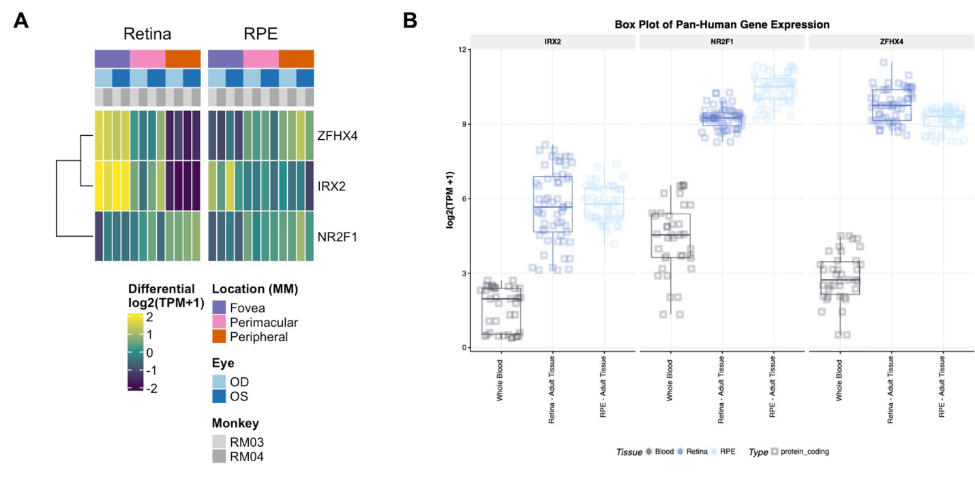

**Figure S6. (A)** A comparison of conserved transcription factor differential expression in the neural retina between published data from a human macula vs periphery set (Li et al., 2014, Whitmore et. al, 2014) and the macaque data presented here. **(B)** A similar comparison of human conservation of transcription factor differential expression in the RPE/choroid tissue. **(C)** Top enriched GO terms for the conserved gene expression across fovea to periphery in the RPE/choroid. Top terms include regulation of neurotransmitter levels and metabolic processes as well insulin secretion.

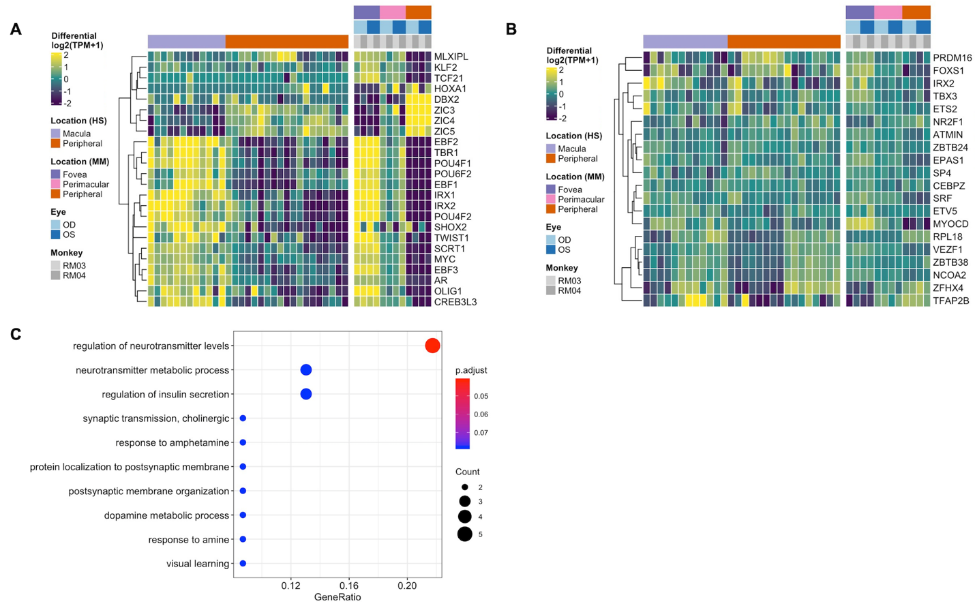

**Figure S7. (A)** Enrichr[1-3] bar graph depicting highly enriched pathways via the WikiPathways 2019 Human database for the downregulated ligand/receptor interactions in the macula. Top enriched pathways include Wnt signaling in kidney disease and ErbB signaling. **(B)** Enrichr clustergram depicts the genes contributing to the enriched pathway terms including *WNT*, *FZD4*, and *ERBB3*. **(C)** Enrichr bar graph for upregulated ligand/receptor interactions in the macula. Top enriched pathways include PI3K-Akt signaling and Focal Adhesion-PI3K-Akt-mTOR, both of which are involved in the VEGF signaling pathway. **(D)** Enrichr clustergram is enriched for genes including *VEGFA*, *FLT1*, and *KDR*, all of which are key components of VEGF signaling.

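ERBB3 (ENSMMUG00000020758) had 635 ± 123 CPM at the fovea/macula and 845 ± 153 at the periphery of RPE/choroid (n = 4 eyes), a log2 fold change of -0.41 (standard error 0.085, adjusted p = 0.00284, edgeR with Benjamini-Hochberg adjustment). It was not called when the monkey covariate was left out (adjusted p = 0.0886, edgeR with Benjamini-Hochberg adjustment). FZD4 (ENSMMUG00000004048) had 52.1 ± 4.22 CPM at the fovea/macula and 50.98 ± 10.8 at the periphery of RPE/choroid, a log2 fold change of 0.04 (standard error 0.13, adjusted p = 0.849, same test). In retina, the partner tissue of WNT2B in Table 2, FZD4 changed by -0.81 (adjusted p = 0.000141, edgeR with Benjamini-Hochberg adjustment). ERBB3 changed there by -1.30 (adjusted p = 1.85e-07, same test). In the comparison with the nasal location, within the shared flow cells, ERBB3 changed by 0.09 and FZD4 by -0.22 in RPE/choroid, and neither was called (adjusted p = 0.622 and 0.434, same test).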

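FLT1 (ENSMMUG00000021538) had 181 ± 60.9 CPM at the fovea/macula and 62.4 ± 14.8 at the periphery of RPE/choroid (n = 4 eyes), a log2 fold change of 1.499 (standard error 0.14, adjusted p = 2.1e-05, edgeR with Benjamini-Hochberg adjustment). KDR (ENSMMUG00000012669) had 353 ± 103 and 184 ± 31.3 CPM, a log2 fold change of 0.90 (standard error 0.16, adjusted p = 0.00102, same test). In retina, FLT1 changed by 1.20 and KDR by -0.93 (adjusted p = 1.98e-06 and 1.35e-06, edgeR with Benjamini-Hochberg adjustment). Compared with nasal samples, within the shared flow cells, the RPE/choroid changes were 0.04 for FLT1 and 0.09 for KDR, and neither was called (adjusted p = 0.916 and 0.807, same test). The mean log2 CPM of 7 endothelial markers in RPE/choroid was 1.97-fold higher at the fovea/macula than at the periphery, in 4 of 4 eyes (exact permutation test, two-sided p = 0.0286). Over the nasal location it was 1.08-fold higher (same test, p = 0.486). A different share of endothelial cells in the punches was not separated from a change within cells.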

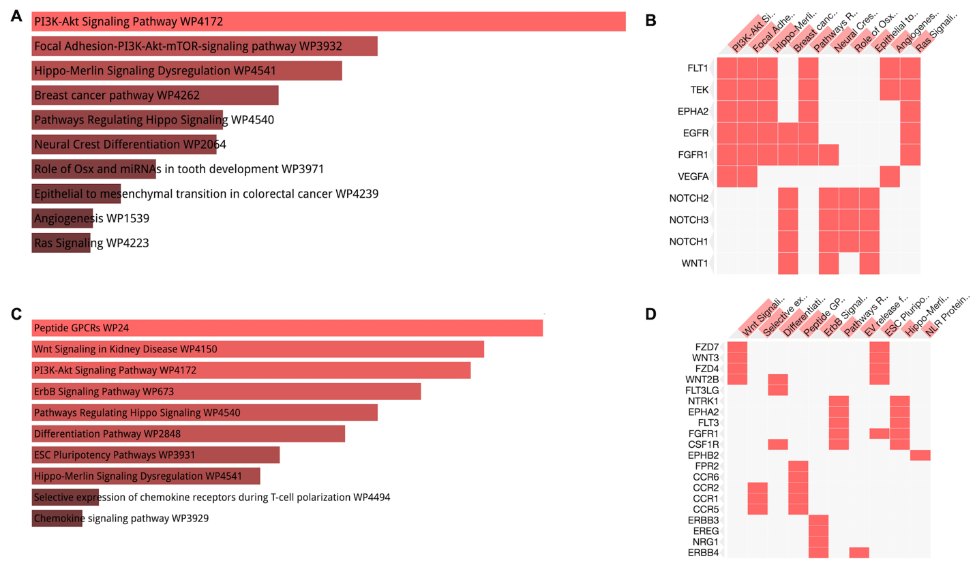

1. Chen, E.Y., et al., *Enrichr: interactive and collaborative HTML5 gene list enrichment analysis tool.* BMC bioinformatics, 2013. **14**(1): p. 1-14.

2. Kuleshov, M.V., et al., *Enrichr: a comprehensive gene set enrichment analysis web server 2016 update.* Nucleic acids research, 2016. **44**(W1): p. W90-W97.

3. Xie, Z., et al., *Gene set knowledge discovery with enrichr.* Current protocols, 2021. **1**(3): p. e90.

How the deposited data were processed for this re-analysis (not part of the article)

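RNA was taken from 2 mm punches of the fovea/macula, the perimacula, the nasal location and the periphery of 4 eyes, the left and the right eye of 2 rhesus macaques, with neural retina and RPE/choroid separated. This gave 32 libraries, 4 eyes for each of 2 tissues at each of 4 locations. The values used are the estimated counts that the authors deposited for each sequencing lane: they assigned the reads of each lane to the transcripts of Mmul_8.0.1 with Salmon and summed them to genes with tximport as length-scaled TPM, which gives estimated counts per gene that are not divided by the total of the lane. The values were read as counts because their sums differ between lanes, from 7932259 to 39439054, as counts do and TPM do not. Each of the 136 lanes lists 19432 entries with 19422 different gene identifiers and 17719 different symbols, and 10 entries repeat an identifier.

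The lanes of a library were summed and rounded, since lanes are technical runs of the same library. The sums ranged from 42448903 to 78574055 estimated counts. The fovea/macula, perimacula and nasal libraries were sequenced on 5 lanes of 2 flow cells each and the periphery libraries on 2 lanes of 1 other flow cell, so that the periphery cannot be told apart from its flow cell. With 4 eyes per group, the smallest two-sided p of an exact permutation test is 0.0286, from 70 relabellings, and that of a sign-flip test of paired eyes is 0.125, from 16 sign changes.

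Differential expression was tested with edgeR 4.0.16 (quasi-likelihood, TMM normalization, filterByExpr at a minimum count of 10) under R 4.3.3 with limma 3.58.1, with the monkey as a covariate and Benjamini-Hochberg adjustment over all genes tested, at an adjusted p under 0.05. The fovea/macula, perimacula and periphery libraries of a tissue were fitted together. Comparisons with the nasal location came from a fit of all 4 locations, so the periphery libraries also entered its estimate of the spread. Differences between the tissues were tested as an interaction of tissue and location. For lists of genes fixed beforehand the adjustment was also made over the list alone. The tests were tried on simulated data. Scores are means of log2 CPM over marker genes at a prior count of 2, compared with exact permutation tests of the libraries, and relations between scores were tested with 100000 random permutations, Pearson and Spearman. Principal components used the 1000 genes with the most variable log2 CPM. The other steps used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9.

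The alternatives were DESeq2 1.42.0 in place of edgeR, RLE normalization, no filter on low counts, a filter of at least 10 counts in every library, the eye as a block, no covariate, the compared locations alone, the nasal libraries included, lanes as samples, 2 lanes per library, equal depth, a prior count of 0.25, other gene sets for the components and scores, and leaving out each eye in turn. These were set, with the comparisons, marker lists and the rule for naming genes, before the data were examined. A mean over the genes of Supplementary Figure S3A was added after the data were seen.

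Genes named are those the paper names in its results, legends, Table 2 and Figures 1A, 1B, 1E, 3B, 4, S3A, S4B and S5, the marker genes of a reported score, and in each tissue the 3 genes with the largest positive and the 3 with the largest negative log2 fold change between the fovea/macula and the periphery among called genes with a mean of at least 3 log2 CPM that changed the same way in 4 of 4 eyes. For 12 of the symbols named several entries carry the same symbol, and the entry used is uncertain. C1QA, GNAT1, MLANA, OPN1LW, OPN1MW, OPN1SW, PDE6G, PDE6H, POU4F3, REEP6 and SOX10 were not analysed here. Some results are not reported here. Human data, gene ontology and pathway enrichment, and independent hypothesis weighting were not used here.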

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

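The tests that split the libraries in other ways or compared the flow cells of the same libraries were chosen after the results were seen. So were the count of genes moving the same way in both tissues and the use of equal depth to test for an effect of depth. Equal depth as an alternative setting was fixed before. The correlations between comparisons, and those between marker scores, were chosen before.

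Among 60 groups of 4 libraries examined for a library far from the others, 3 had one, and 3.0 are expected by chance at 1 in 20. The ganglion cell score of the nasal retina was 6.74 in eye 3 and from 6.48 to 6.50 in the others. In the RPE/choroid periphery it was 2.36 in eye 1 and from 0.63 to 0.92 in the others. The Schwann cell score of the RPE/choroid fovea/macula was 5.37 in eye 1 and from 5.57 to 5.59 in the others. No biological explanation was tested for a single eye, and the number of such libraries is what chance gives.

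The change between the fovea/macula and the periphery differed between the tissues for 6550 of 16284 genes, and that between the fovea/macula and the perimacula for 1872. A flow cell effect shared by both tissues cancels in such a difference, but one that acts differently on the tissues does not, and the first count cannot be told apart from that. Of the 8 splits that swap the labels within eyes, 1, the real one, gave as many genes as the first count, and 8 splits cannot give a share under 0.05. For the first count the alternatives gave from 5075 to 9825 genes. The second count comes from within the shared flow cells but was less stable. It was 368 without replicate 3, 480 without replicate 1, 2619 with DESeq2 and 8152 with lanes as samples. Rod genes reaching RPE/choroid punches from the retina may contribute to either count, since the rod and cone scores of 12 RPE/choroid libraries had a correlation of 0.787. Over all 16 RPE/choroid libraries this correlation was 0.622.

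For ZFHX4 the log2 fold change between the fovea/macula and the periphery was 4.66 higher in retina than in RPE/choroid (standard error 0.34, edgeR with Benjamini-Hochberg adjustment, adjusted p = 1.14e-08). It was positive in 4 of 4 eyes in retina and in 0 of 4 in RPE/choroid. A shift of the periphery libraries common to both tissues would not give opposite directions. Within the shared flow cells, ZFHX4 was also higher at the fovea/macula than at the nasal location in 4 of 4 eyes in retina and in 0 of 4 in RPE/choroid, with log2 fold changes of 1.68 and -0.75 (edgeR, Benjamini-Hochberg adjusted p = 2.48e-06 and 0.134), and against the perimacula they were 1.27 and -1.07 (edgeR, Benjamini-Hochberg adjusted p = 0.000695 and 0.0824). The flow cell of the periphery therefore cannot account for the direction in retina. In RPE/choroid the change within the shared flow cells was not called.

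The paper does not report gene counts for the nasal location against the fovea/macula. In retina, 8091 genes were called, and in RPE/choroid 57, while 2449 had an unadjusted p under 0.05 in RPE/choroid. Both comparisons lie within the shared flow cells, though the periphery libraries also entered the estimate of the spread. For each, 1 of the 8 splits, the real one, gave as many genes. A change of tissue composition with location could give the retina count, and no test here separates it from a change within cells. The RPE/choroid count ranged from 0 to 6572 over the alternatives, the highest with lanes as samples.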

How the results depend on the processing

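Of 28 results for comparisons and gene lists, the alternatives left 334 values within the same range or on the same side of their threshold, while 22 were weaker, 9 stronger, 5 moved and 3 reversed. Of the 51 named gene results, 39 were unchanged under every alternative run, and the others gave 17 stronger, 6 weaker and 1 reversed value. For the changes below the cause was not tested.

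With lanes as samples, the count between the fovea/macula and the perimacula was 9742 in retina and 5899 in RPE/choroid, that between the fovea/macula and the periphery of RPE/choroid 10512, and that between the fovea/macula and the nasal location of RPE/choroid 6572. Lanes of a library are not independent replicates. In RPE/choroid, 7 genes were called between the fovea/macula and the perimacula and 57 against the nasal location. DESeq2 gave 314 and 490, the compared locations alone 357 and 346, the eye as a block 1 and 30, and no covariate 1 and 4. For the first comparison the nasal libraries included gave 22 and 2 lanes per library 1. On simulated data 15.9% of the calls of DESeq2 and 5% of those of edgeR were false in RPE/choroid. Across the fits that each left out one replicate, the counts ran from 0 to 5 and from 0 to 10, and in retina between the fovea/macula and the perimacula from 3225 to 4800. Where the RPE/choroid count was 0, the genes with an unadjusted p under 0.05 numbered 1491, 878 and 1084 against the perimacula (without replicates 1, 3 and 4) and 1926 and 1188 against the nasal location (without replicates 3 and 4).

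With both steps called, 2990 contiguous genes were counted in retina and 4 in RPE/choroid. Of the pairs of Table 2 listed as downregulated, 6 had both partners called with no covariate, 8 at equal depth and from 7 to 9 with one replicate left out. With at least 10 counts in every library, 14 transcription factors of Supplementary Figure S4B were called, under a filter that takes genes near zero at either location out of the test. With the genes of Supplementary Figure S3A, chosen after the data were seen, in place of the rod markers, the retina score changed by -0.72 at the periphery and -0.24 at the perimacula. The change in RPE/choroid rod score at the perimacula ran from -1.32 to 0.42 with one replicate left out. The first component held 91.1% with lanes as samples, 88.6% with 500 genes, 76.5% with all genes, 86.3% without the nasal libraries and from 87.6% to 88.7% with one replicate left out. The RPE/choroid log2 fold change of FZD4 ran from -0.069 to 0.09 with one replicate left out.

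The count between the fovea/macula and the periphery of retina ranged from 9043 to 11466 over the alternatives, and the retina count against the nasal location from 6344 to 10841. Between the fovea/macula and the periphery of RPE/choroid, the range was from 4723 to 10512. The alternatives with transcript length as an offset, with transcripts in place of genes and with log2 TPM were not run.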

Differences from the paper's values

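Between the fovea/macula and the perimacula of RPE/choroid, 7 genes were called against the paper's 414. Of the alternatives set before the data were examined, DESeq2 with 314 genes and the compared locations alone with 357 closed the gap. RLE normalization (7), no low-count filter (10), at least 10 counts in every library (6), the eye as a block (1), no covariate (1), the nasal libraries included (22), lanes as samples (5899), 2 lanes per library (1), equal depth (5) and leaving out each replicate (0 to 5, with from 878 to 1767 genes at an unadjusted p under 0.05) did not.

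The rod signal of the retina was 5.07-fold higher at the periphery than at the fovea/macula against the paper's 2.8, and 3.08-fold higher at the perimacula against the paper's 1.7. None of the alternatives set before the data were examined closed either gap, with values from 4.88 to 5.82 and from 2.87 to 3.47. On the log2 scale the differences were 2.34 (from 2.29 to 2.54) at the periphery and 1.62 (from 1.52 to 1.79) at the perimacula. The paper's 1.7 lies within the range at the perimacula, and its 2.8 lies above that at the periphery. The paper gives its values as folds, and whether they stand on another scale cannot be told.

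A supplementary legend describes the retinal periphery as enriched for cone genes, whereas the cone score changed by -0.91 there. Of the 51 genes analysed from Supplementary Figure S3A, shown as rod genes rising outward, 27 were called as higher in the fovea/macula and 13 as higher in the periphery. That figure also names cone, ganglion cell and Y-linked genes, so the 27 do not show that rod genes fell outward. All 9 rod markers were called as higher in the periphery.

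The paper names several RPE/choroid genes as changed that were not called here (edgeR with Benjamini-Hochberg adjustment). ABCA4 had a log2 fold change of 0.94 (adjusted p = 0.0677, from 7.61e-05 to 0.224 over the alternatives) and was called with the eye as a block, the nasal libraries included, lanes as samples and without replicate 1. WFDC1 had 0.64 (edgeR, Benjamini-Hochberg adjusted p = 0.0536, from 7.89e-06 to 0.211) and was called with DESeq2, no low-count filter, the nasal libraries included, lanes as samples, equal depth and without replicate 3. CCR2 had -0.86 (edgeR, Benjamini-Hochberg adjusted p = 0.0675, from 1.47e-05 to 0.371) and was called with DESeq2, the nasal libraries included, lanes as samples and 2 lanes per library. IVNS1ABP had -0.43, VIM 0.13 and CCR6 -0.45, each called with lanes as samples alone among the alternatives.

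Of the different pairs in Table 2, 15 of 39 listed as upregulated and 13 of 31 listed as downregulated had both partners called in the listed direction. From 11 to 19 of the upregulated pairs did so over the alternatives.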

Other observations

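The tests of ribosomal protein genes, nerve, depth, flow cells of the same libraries, shared direction and other splits were chosen only after the results were seen. Equal depth as an alternative setting was fixed before. The tests of the flow cell by correlation and of retinal carry-over were chosen before.

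For the counts of genes called in retina, in RPE/choroid, between the tissues at each location and in their difference, for contiguous genes, for the transcription factors of Figure 1E and Supplementary Figure S4B, for the genes of Figure 4 and for the pairs of Table 2, 1 of the 8 splits that swap the 2 labels within eyes, the real one, gave a result as large. With 8 splits this share is never under 0.05. The largest count in another split was 141, for retina against RPE/choroid at the periphery.

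The genes called between the fovea/macula and the periphery may in part reflect the flow cell or library batch of the periphery. Across 14935 genes, the changes between the nasal location and the periphery in retina and RPE/choroid had a Pearson correlation of 0.42, against 0.129 for the fovea/macula and the nasal location. Of the 4177 genes called between the nasal location and the periphery in both tissues, 91.7% moved the same way, and of the 34 called between the fovea/macula and the nasal location in both, without a periphery library, 82.4% did, so a shared direction does not by itself point to a batch. Genes are not independent replicates. In comparisons without a library in common, the changes between the fovea/macula and the nasal location and those between the perimacula and the periphery had a correlation across genes of 0.563 in retina and 0.209 in RPE/choroid. Within the shared flow cells, 57 genes were called between the fovea/macula and the nasal location of RPE/choroid. Between the 2 shared flow cells, the same 24 libraries differed in 2511 of 15000 genes, of which 2 had an absolute log2 fold change over 1, which leaves library preparation untested. With every library at equal depth, 10156 genes were called in retina and 6830 in RPE/choroid, so greater depth of the periphery libraries does not explain the counts. In retina, 6598 of the 10312 genes called against the periphery were also called in the same direction against the nasal location and 193 in the opposite direction, and in RPE/choroid 40 were called in the same direction and 5 in the opposite direction. Against the perimacula, 4803 genes in retina and 7 in RPE/choroid were also called in the same direction. A batch of the periphery libraries is not needed for the direction of the genes called in the same direction within the shared flow cells, though the size of their change against the periphery cannot be told apart from it. For the genes called against the periphery without such a call, a batch and a difference between locations cannot be told apart.

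Ribosomal protein genes were higher in the periphery. Their median log2 fold change between the nasal location and the periphery was -1.13 in retina, where 109 of 113 were lower in nasal samples, and -0.75 in RPE/choroid, where 105 of 112 were lower. Between the fovea/macula and the nasal location of RPE/choroid it was 0.093, and in retina -0.33. The direction against the periphery was the same with RLE normalization and DESeq2. A preparation of the periphery libraries that favours short transcripts could give this, and it cannot be told apart from a biological change.

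Rod genes counted in RPE/choroid may come from retinal tissue carried over into the punches. Over the 12 RPE/choroid libraries of the shared flow cells, the rod and cone scores had a Pearson correlation of 0.787 (permutation p = 0.0051, 0.013 after Benjamini-Hochberg adjustment over 10 relations) and a Spearman correlation of 0.699, and 0.574 without the 2 farthest libraries. The cone and ganglion scores had 0.813 (permutation p = 0.0016, adjusted 0.0052 by Benjamini-Hochberg; Spearman 0.811) and 0.807 without the 2 farthest. The rod and ganglion scores had 0.672 (permutation p = 0.016, adjusted 0.027 by Benjamini-Hochberg) but a Spearman correlation of 0.566 (permutation p = 0.059, adjusted 0.099 by Benjamini-Hochberg), and 0.404 without the 2 farthest, which leaves this pair open. Over all 16 RPE/choroid libraries, with the periphery included, the Pearson correlation was 0.622 for rod and cone and 0.785 for cone and ganglion. For rod and ganglion it was 0.385 (permutation p = 0.14), with a Spearman correlation of 0.247.

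The largest changes toward the RPE/choroid periphery, in DRP2, PMP2 and MLIP, may reflect different amounts of nerve in the punches. Over the same 12 libraries, DRP2 had a Pearson correlation with the Schwann cell score of 0.956, PMP2 of 0.979 and MLIP of 0.899 (permutation p = 0.0042, 0.00078 and 0.0067, adjusted by Benjamini-Hochberg over 6 relations to 0.005, 0.0012 and 0.0067). The Spearman correlations were 0.343, 0.664 and 0.245 (permutation p = 0.28, 0.022 and 0.44). Without the 2 farthest libraries the Pearson correlations were -0.039, 0.415 and -0.48, so within the shared flow cells they rest on 2 libraries. Over all 16 RPE/choroid libraries, with the periphery included, the Pearson correlations were 0.949, 0.976 and 0.934, and 0.932, 0.972 and 0.878 without the 2 farthest, and the Spearman correlations were 0.724, 0.859 and 0.682 (permutation p = 0.0024, 5e-05 and 0.0048, adjusted by Benjamini-Hochberg to 0.0071, 0.0003 and 0.0096). The Schwann cell score itself was 2.54 higher at the periphery than at the fovea/macula, in 4 of 4 eyes (exact permutation test, two-sided p = 0.0286). The permutation p of these correlations also treat repeated punches of the same 4 eyes as independent. The relation over 16 libraries includes the periphery and its flow cell, so nerve in the punches remains an explanation that was neither excluded nor separated from the flow cell.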
